# Nanosecond Pulsed Electric Field Only Transiently Affects the Cellular and Molecular Processes of Leydig Cells

**DOI:** 10.3390/ijms222011236

**Published:** 2021-10-18

**Authors:** Wiktoria Kasprzycka, Alicja Trębińska-Stryjewska, Rafał Bogdan Lewandowski, Małgorzata Stępińska, Paulina Natalia Osuchowska, Monika Dobrzyńska, Yahia Achour, Łukasz Paweł Osuchowski, Jacek Starzyński, Zygmunt Mierczyk, Elżbieta Anna Trafny

**Keywords:** nanosecond pulsed electric field, Leydig TM3 cells, microvilli, adhesion, expression microarrays

## Abstract

The purpose of this study was to verify whether the nanosecond pulsed electric field, not eliciting thermal effects, permanently changes the molecular processes and gene expression of Leydig TM3 cells. The cells were exposed to a moderate electric field (80 quasi-rectangular shape pulses, 60 ns pulse width, and an electric field of 14 kV/cm). The putative disturbances were recorded over 24 h. After exposure to the nanosecond pulsed electric field, a 19% increase in cell diameter, a loss of microvilli, and a 70% reduction in cell adhesion were observed. Some cells showed the nonapoptotic externalization of phosphatidylserine through the pores in the plasma membrane. The cell proportion in the subG1 phase increased by 8% at the expense of the S and G2/M phases, and the DNA was fragmented in a small proportion of the cells. The membrane mitochondrial potential and superoxide content decreased by 37% and 23%, respectively. Microarray’s transcriptome analysis demonstrated a negative transient effect on the expression of genes involved in oxidative phosphorylation, DNA repair, cell proliferation, and the overexpression of plasma membrane proteins. We conclude that nanosecond pulsed electric field affected the physiology and gene expression of TM3 cells transiently, with a noticeable heterogeneity of cellular responses.

## 1. Introduction

The impact of the nanosecond pulsed electric field (nsPEF) on mammalian cell physiology has been studied for over two decades, producing some fundamental observations and providing a basis for this technology’s practical use. In general, the effects of the pulsed electric field can be reversible without additional thermal effects (gene electrotransfer or electrochemotherapy), or irreversible with or without thermal effects (ablation of neoplastic tumours) [1,2]. Electroporation based on milli- or microsecond pulses is a valued technique used in genetic engineering and gene expression regulation [3]. Research shows that high-voltage nanosecond pulses can also be an effective tool for transporting various particles into the cells, especially those with a charge, e.g., nucleic acids [4,5]. The short duration of these pulses can prevent the thermal effects that otherwise might adversely affect the cells. However, the relatively smaller pore size in the plasma membrane, due to nsPEF exposure, might result in low efficiency in the delivery of large DNA molecules (i.e., plasmids) into cells [5]. A nanosecond pulsed electric field may be more suitable for transferring small RNA species through the plasma membrane [6]. Thus, it is essential to establish the conditions of nsPEF exposure that lead to the nanoelectroporation of cellular membranes with the least amount of detrimental effects on the cells.

Among the effects of nsPEF, cell swelling and blebbing, the activation of protein kinase pathways, cell cycle arrest in the G2/M phase and, above all, electroporation of the plasma and intracellular membranes of organelles leading to apoptosis or necrosis, have already been documented [7,8,9,10]. Various mammalian cells in vitro showed different levels of sensitivity to the treatment [11,12]. The factors that contribute to cell susceptibility to nsPEF-induced damage or, on the contrary, allow them to survive, remain an open question.

With regard to the already known cell injury mechanisms by nsPEF observed for the other cell lines, we chose Leydig cells (TM3) as the object of this study. The reasons behind this decision were as follows: (i) TM3 cells proliferate at a high rate (divide every 16 h) [13] and, thus, the damages are quickly observable; (ii) TM3 cells have numerous microvilli [14], a membrane reserve [15], that can be used for the rapid repair of the cytoplasmic membrane, which is a primary target of nsPEF; (iii) TM3 cells also have abundant mitochondria [16] and, hence, any ATP losses caused by the outflow of molecules from the cell through the nanopores due to exposure to nsPEF can be replaced relatively quickly.

Testing the sensitivity of Leydig cells to nsPEF has some practical implications. Leydig cells secrete more than 95% of the testosterone produced in the body. This hormone is responsible for the production of sperm and influences the adipose tissue, muscle, and cardiovascular system in men. The STAR protein is responsible for the transport of cholesterol, a substrate for testosterone synthesis, to the mitochondria. Regulation of *STAR* expression can be mediated by miRNA [17,18], with the effect of increased or decreased expression, using miR-150 antagomir or miR-150 agomir. Furthermore, the viability of Leydig cells can be affected by external factors, such as long-term cigarette smoking. This could be prevented by introducing an miR-138-5p mimic into the cells, thus inhibiting TM3 Leydig cell apoptosis caused by exposure to cigarette smoke [19]. The ability to regulate the activity and survival of Leydig cells by introducing small interfering RNAs upon nsPEF exposure could provide the means to influence male testis and fertility, providing no damage to the cells.

In 2013, Moen et al. [20] formulated a hypothesis on the so-called stressors that are the causes of unfavourable stimuli on the cell upon exposure to nsPEF. Therefore, we decided to concurrently carry out several analyses to reveal the possible stressors after the exposure of TM3 cells to nsPEF. In the search for these stressors, we monitored the plasma membrane’s continuity, mitochondrial membrane potential as a marker of the homeostasis damage, cell swelling and blebbing, and reactive oxygen species (ROS) levels in the cytoplasm and mitochondria. Moreover, the cell morphology, variations in cell adhesion, and the cytoskeleton were studied. Simultaneously, we looked at the genotoxic DNA damage and perturbations in the cell cycle phases as inextricably linked phenomena. The analyses mentioned above were accompanied by the search for genome-wide expression changes in TM3 cells after exposure to nsPEF at three different time points, which has not been analysed so far.

Our methodological approach demonstrated that all profound changes in cell homeostasis observed immediately after exposure to nsPEF had only a transient character, and TM3 cells did not suffer much from such a treatment. This opens up the opportunity for using the nsPEF parameters for research on sRNA electrotransfer, or other applications of the reversible electroporation of TM3 cells.

## 2. Results

### 2.1. Temperature Not Elevated during nsPEF Treatment

The nsPEF treatment comprised 80 pulses, each pulse was 60 ns in length, at a 14 kV/cm electric field (see Methods section for details). The TM3 cells were exposed in suspension. Sham-treated cells were analysed alongside the exposed cells to control the effects of cell harvesting and preparation. Detailed descriptions of the sample preparation for exposure and analysis can be found in the Materials and Methods section. To exclude the impact of the temperature increases on the TM3 cells upon exposure to nsPEF, we carefully monitored this parameter during the nsPEF treatment. As shown in Supplementary Figure S1d, the overall increase in the sample’s temperature during the treatment period did not exceed 0.2 °C; therefore, this stressor was excluded from further analysis. 

### 2.2. A Fraction of Cells Increased in Size, and Their Morphology Temporarily Changed 

A significant increase in cell diameter was observed under an inverted light microscope immediately after nsPEF exposure. The distribution of the cell diameters differed significantly between the sham and exposed samples at 5 min after exposure (Figure 1a). After 240 min, both distributions showed more overlap, but the difference was still significant (Figure 1b). The mean diameter of the cell in the sham samples was 13.2 ± 1.7 μm, in comparison to 15.8 ± 1.9 μm for the exposed cells at 5 min after treatment (Figure 1c). After 240 min, the values were equal to 14.3 ± 1.4 μm and 15.9 ± 1.6 μm, respectively (Figure 1d). 

Confirming the above findings, the relative cell size was monitored with flow cytometry at 0, 30, 60, and 240 min after nsPEF exposure, and recorded as a fold change of the FSC (forward scatter) values relative to the sham. The level of FSC signals varies in accordance with the following cell size [21]. Cells were additionally stained and gated on propidium iodide (PI) versus Alexa Fluor 488 (AnV) graphs. After nsPEF exposure, only PI negative cells showed an increase in their relative size (Figure 1e). The highest difference between the exposed and sham samples was observed at 30 min after exposure, and then the FSC fold-change values decreased. At 240 min, the relative size of AnV^+^/PI^−^ cells exposed to nsPEF was comparable to those in the sham samples. However, the cell volume of AnV^−^/PI^−^ cells in the exposed samples did not decrease to the initial values. These results point to a heterogeneous response of the TM3 cells to nsPEF exposure, with cellular swelling observed only for specific subpopulations, and dependent on the cell’s physiological state. Moreover, some of the observed changes were reversible.

While examining cell morphology with SEM, the cells should be attached to a surface and dehydrated. During the procedure’s subsequent steps, damaged nonadherent cells can be washed away and omitted from observations. In our study, we filtered cell suspensions through a polymer membrane with a pore size of 8 μm. This innovative approach allowed for preserving the entire population and reduced the washout of dead and poorly adhesive cells.

The increase of cell size immediately after nsPEF exposure was also observed under SEM, consistent with the light microscopy and flow cytometry results. The differences in cell sizes are visible in Figure 2, where sham (Figure 2a) and exposed cells (Figure 2b) are shown with the same magnification. Besides these changes, some morphological modifications caused by nsPEF could also be observed. Some of the exposed cells had a reduced number of microvilli (Figure 2b,d–e), while others showed membrane damage manifested by rough areas on the cell surface (Figure 2e). Cells might respond to membrane permeabilization by producing plasma membrane vesicles as a mechanism of preventing cell injury. This phenomenon of so-called “blebbing” was observed in the exposed cells fixed immediately postexposure (Figure 2b). These changes are not visible in the sham-treated cells. A loss of microvilli and cell morphology changes were characteristic features of nsPEF-exposed TM3 cells.

### 2.3. Adhesion of nsPEF-Exposed Cells Diminished 

Changes in the plasma membrane could impact the adhesion efficiency of TM3 cells. To verify this hypothesis, the efficiency of cell attachment to a polystyrene surface in a serum-free medium was determined in a wash assay, at 40 and 60 min after exposure to nsPEF. The cells were stained with calcein before the treatment, and the medium was depleted of serum. There was a significant difference (Student’s *t*-test, *p* < 0.001) between a fraction of the cells adhering to the surfaces in the sham and exposed samples at both time points (Figure 3c). Sham-treated cells at 40 and 60 min were attached to the surface at a higher percentage (56 ± 0.41% and 60 ± 3.0%, respectively) than nsPEF-exposed cells (17 ± 4.1% and 17 ± 3.1%, respectively). At 40 min after exposure, the cells were rounded with a uniform calcein staining in the sham sample cells, and a less intense mostly patched staining of the exposed cells (Figure 3a). After another 20 min, the cells in the sham samples flattened and adhered to the surface (Figure 3b, left column). In the nsPEF-exposed samples, only cells with uniform calcein staining were attached to the surface and showed signs of spreading; the round cells with patched staining were washed out (Figure 3b, right column). These findings indicate that, in serum-free conditions, nsPEF treatment impairs the attachment process of the affected TM3 cell subpopulation.

The decreased adhesion might suggest cell cytoskeleton changes but, in this study, no significant changes in the staining of actin filaments in the cytoplasm were revealed when comparing the exposed and sham samples (Figure 3d). However, only the formaldehyde-fixed adherent cells were observed in these experiments under the confocal microscope. We cannot exclude the possibility that swollen cells deprived of microvilli were washed out from the preparations. This observation could suggest the microvilli-related mechanism of diminished cell adhesion. 

### 2.4. Apoptosis in Only a Small Fraction of Exposed Cells 

In order to explore further plasma membrane damage after nsPEF, we stained TM3 cells with the LIVE/DEAD™ Viability/Cytotoxicity Kit. The procedure did not require the wash steps, and the cells could be gently spun to the bottom before staining. Thus, we assumed that almost the entire cell population was retained for these experiments. By this means, the elongated and attached-to-the-surface cells were observed at 240 min post-exposure (Supplementary Figure S2). Their number did not decrease significantly compared to the sham samples. The cells with a damaged membrane (stained by ethidium homodimer-1), but with high esterase activity (calcein-stained, red dots surrounded by green colour), were visible 15 min after nsPEF treatment (Supplementary Figure S2, right column, upper row). Only cells stained with a single dye were recorded at 240 min after exposure, and only in the sham samples (Supplementary Figure S2, lower row). Overall, these results indicate that, despite some damage to the plasma membrane after nsPEF exposure, most of the cells recovered, as demonstrated by the fact that they remained attached to the surface and retained esterase activity.

Phosphatidylserine (PS) molecules may be externalized within seconds because of the appearance of nanopores in the plasma membrane induced by high-energy electric pulses. At a later time, PS can also be externalized during the course of apoptosis in response to the nsPEF treatment [22,23]. To distinguish between these two scenarios, cells were stained with FITC-Annexin V and propidium iodide in two ways. The cell suspensions were subjected to nsPEF with fluorescent dyes already introduced to the aliquots and immediately analysed by flow cytometry after exposure. Alternatively, the dyes were added following nsPEF treatment, and the analysis was carried out 30 min later. As shown in Figure 4a, the population of PI-negative cells with phosphatidylserine accessible for FITC-AnV was three times higher in the samples stained before nsPEF exposure. However, in both cases, there were more AnV^+^/PI^−^ cells in nsPEF-exposed than in sham samples. This suggests that, after the initial damage, some of the exposed cells were able to repair their plasma membranes, resulting in decreased PS accessibility. However, a fraction of nsPEF-exposed cells showed signs of further membrane damage, as indicated by increasing PI staining in time (Figure 4b). Therefore, two PS externalization mechanisms could be qualified to give the above effect, i.e., apoptosis or nanoporation of the plasma membrane.

Cell images under TEM allowed for examining the putative changes occurring in the plasma membrane and organelles after exposure to nsPEF. Figure 4c shows TM3 cells in the sham (left) and exposed samples (right). Many characteristic features of the cells in different stages of apoptosis could be observed in the exposed cells. The cells showed prominent cell features in late apoptosis, i.e., karyorrhexis—nucleus fragmentation (the space between inner and outer nuclear membranes), vacuolation, and cytoplasmic segregation. Some cells also displayed more subtle changes, i.e., chromatin condensation and margination, associated with DNA breakage and the earlier stages of apoptosis. A few necrotic features in the cells after exposure could also be observed. The cell undergoing necrosis, with membrane defragmentation, organelle breakdown, and vacuolation of the cytoplasm, can be observed in the image’s lower-left corner (Figure 4c, right column). In sham-exposed cells, the caveolae (the plasma membrane invaginations), and microvilli (the plasma membrane protrusions), were also visible under TEM, in contrast to the nsPEF-exposed cells (Supplementary Figure S3).

### 2.5. Membrane Perturbations Affected the Organelles and Metabolism 

The mitochondria are the organelles most sensitive to the electric field; thus, the mitochondrial membrane potential (ΔΨm) was measured as the JC-1 PE/JC-1 FITC fluorescence intensity ratio in TM3 cells and expressed as the % of the sham sample ratio (Figure 5a). The graph depicts changes in the mitochondrial membrane potential of cells after nsPEF. Two positive controls with valinomycin, the potassium selective ionophore (C1), and carbonyl cyanide m-chlorophenylhydrazone CCCP (C2), a protonophore, were used. Both compounds disconnect oxidative phosphorylation and cause the inner mitochondrial membrane potential to dissipate. ΔΨm was significantly reduced in C1 and C2 controls (respectively, 15.32 ± 9 and 22.21 ± 2.02% sham ratio) when compared to the sham control (S = 100.0 ± 13.21%). Although, to a lesser extent, depolarization of the mitochondrial membrane was also observed in the exposed cells (62.63 ± 14.64 % sham ratio). The difference was significant (Student’s *t*-test, *p* < 0.005). Loss of the mitochondrial membrane potential might evidence the increased mitochondrial membrane permeability. However, heterogeneity of the mitochondrial response to nsPEF was observed, since only 49.7% of the exposed cells, versus 32.3% of cells in the sham samples, had a diminished ΔΨm. The corresponding value in the control samples, C1 and C2, was equal to 91.0 and 85.3%, respectively.

Despite the fluctuations in the mitochondrial membrane potential, no significant difference was observed in the concentration of reactive oxygen species (ROS) in the cytoplasm of nsPEF-treated cells compared to the sham (Figure 5c). However, there was a significant difference in the superoxide levels in mitochondria (Figure 5d). The concentration of superoxide radicals was reduced by 23% in the exposed cells compared to the sham samples.

To verify the extent to which the observed changes in the cells impaired their ability to recover and proliferate, the metabolic activity of TM3 cells was assessed 24 h after nsPEF exposure. Figure 5b shows the fluorescence (a.u.), which reflected the reducing environment because of the metabolic activity of the cells in the PrestoBlue assay. No significant difference between the sham and exposed samples was observed, indicating cell recovery 24 h after nsPEF exposure.

### 2.6. DNA and the Cell Cycle Progression Disturbed

Because of changes in the chromatin state under TEM in our experiments, one can presume that intense checkpoint control and damage repair processes may occur in nsPEF-exposed cells. Thus, single- and double-strand breaks (SSBs and DSBs) in DNA were evaluated by the neutral comet assay within half an hour after the nsPEF stimulation. The median percentage of damaged DNA in the comet tail for the sham samples was equal to 1.11%, which was significantly lower than recorded for the exposed samples (2.65%). Simultaneously, the median percentage of tail DNA for the positive control (etoposide-treated cells) was equal to 12.36% (Figure 6a). The significant increase of the median tail moment values (*p* < 0.001) in the exposed samples, when compared to the corresponding sham samples, was also observed, and they were equal to 2.64 and 0.37 arbitrary units (a.u.), respectively; the median tail moment for the positive control was 16.71 a.u. (Figure 6b).

Photomicrographs of four comet stages (A–D) that corresponded to the nucleus DNA contents in the comet tails are shown in Figure 6d. Stage A represents cells with undamaged nuclear DNA, while stages B, C, and D represent cells with low, medium, and high levels of nuclear DNA damage, respectively. Stage E, indicating the total damage of nuclear DNA, was not observed in this study. Instead, DNA damage due to the exposure to nsPEF resulted in a significant increase in the number of cells in the B and C comet stages compared to the corresponding sham-exposed cells (Figure 6c). Additionally, the pattern of distribution of the comet stages B to D for the positive control (etoposide) and the nsPEF-exposed samples was similar.

The distribution of cell cycle phases that may be affected by the DNA damage observed in the comet assay is shown in Figure 6f–g, which depicts TM3 cell proportions at subsequent cell cycle phases in sham and exposed samples after 4 h and 24 h post nsPEF. There were significant differences between the sham- and nsPEF-exposed cells in the subG1 phase. The percentage of apoptotic cells in this phase increased from 17 to 25% at 4 h, and from 8 to 12% at 24 h, after the nsPEF treatment. Simultaneously, significant differences were found between the sham and exposed cells in the S and G2/M phases at 4 h, where the percentage of cells decreased from 12 to 9%, and from 25 to 22%, respectively. No such effect was observed 24 h after exposure to nsPEF; the significant drop in the fraction of exposed cells occurred only in the G0/G1 phase. These findings indicate a transitory negative effect of nsPEF on the proliferation of TM3 cells.

The DNA content within the sham and exposed cell populations did not significantly differ at 24 h after nsPEF exposure, as shown by the CyQuant assay (Figure 6e); however, these values tended to be lower in the exposed cells. This could indicate that most cells at 24 h after nsPEF exposure had already regenerated their metabolic pathways and started to proliferate, although some cells may have died or may not have fully recovered to homeostasis.

### 2.7. Gene Expression Largely Unchanged

The DNA damage noticed in the comet assay could also influence gene expression. Therefore, a transcriptome analysis was performed using gene expression microarrays for the cells harvested at 0, 4, and 24 h after exposure. 

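TM3 is a mouse Leydig cell line. RNA was taken from sham-treated and nsPEF-exposed TM3 cells at 0, 4 and 24 h, with 4 biological replicates in each of the 6 groups, and each of the 24 RNA samples was labelled with Cy3 and hybridized to an array of its own. The 8 arrays of a time point shared a slide, so time and slide cannot be told apart. On every slide the sham samples took the first row of arrays and the nsPEF samples took the second row, so treatment and the place of an array on its slide cannot be told apart either. Each array held 62976 spots, of which 3671 were controls and 59305 belonged to 56605 probes for transcripts. A gene symbol was given for 34566 of these probes (61.1%), which stood for 23787 genes.
The authors deposited the text output of the scanner software for every array, with the intensity of each spot in arbitrary units before any scaling between arrays. The processed signal, from which the software had already subtracted the local background, was used here. The paper's methods describe this signal as detrended as well. Spots that the software marked as not uniform or as deviating from their replicate spots were left out, the remaining spots of a probe were averaged, and values were brought to the log2 scale. The 75th percentile of each array was then subtracted, so that a value of 0 stands for the 75th percentile of the array. A probe was tested where the software called it well above background on at least 2 arrays of any group, which left 37687 probes. The 6 group means were fitted with limma and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. In simulated data with 200 probes changed by 1 on the log2 scale at 4 h, this procedure recovered 123 of them (61.5%) and called 6 unchanged probes.
The number of arrays and the signal over background limit the precision. The 75th percentile of the intensity ranged from 300.3 to 787 among the arrays, with group medians of 425 in sham and 403 in nsPEF at 0 h, 465 and 399 at 4 h, and 480 and 421 at 24 h. At 4 h the nsPEF arrays were dimmer by a log2 difference of -0.41 (exact permutation test, two-sided, p = 0.0286), and without sham replicate 4, the brightest array, by -0.22 (exact permutation test, two-sided, p = 0.0857). Fewer probes were well above background on the nsPEF arrays than on the sham arrays of the same slide. The share was 54.8% ± 1.88 (SD, n = 4) against 58.8% ± 0.961 (SD, n = 4) at 0 h, 53.9% ± 2.15 against 59.5% ± 1.90 at 4 h, and 55.3% ± 2.05 against 59.9% ± 0.797 at 24 h. At each time point all 4 nsPEF arrays lay below all 4 sham arrays (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). On the probes that carry no target sequence, the signal relative to the 75th percentile was higher in nsPEF by 0.55, 0.96 and 0.78 on the log2 scale at 0, 4 and 24 h. More spots were not uniform on the nsPEF arrays, with means of 111, 262 and 360 per array against 57.2, 66.5 and 87 on the sham arrays (exact permutation test, two-sided, p = 0.0857, 0.0286 and 0.0286).

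**Figure D1:**
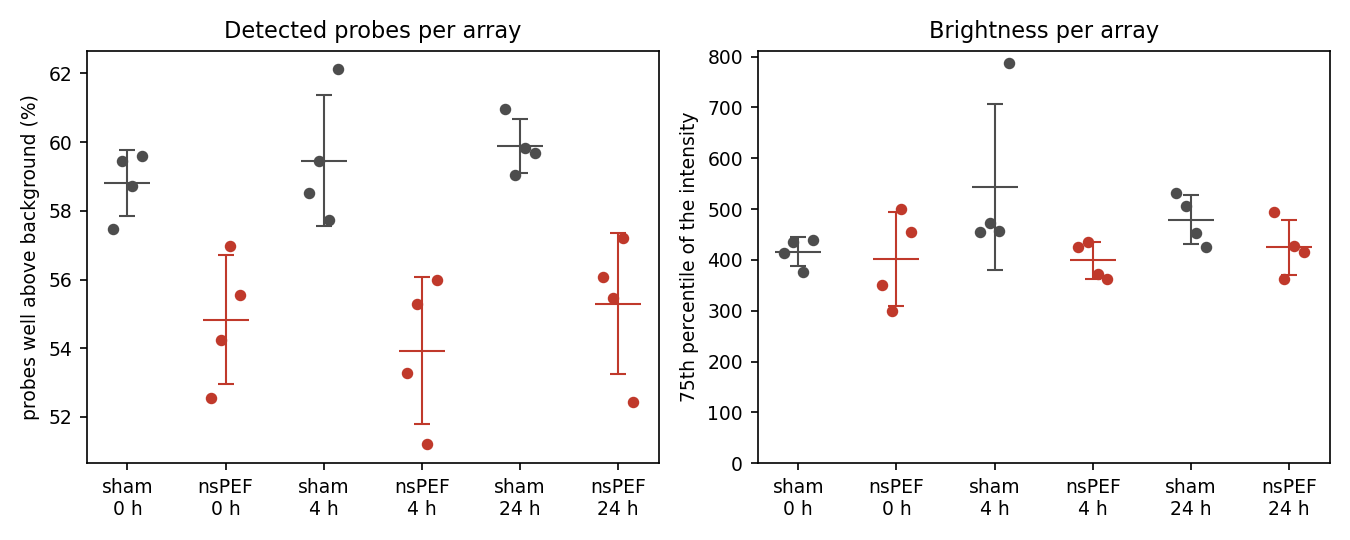
Share of probes well above background (left, in percent) and 75th percentile of the intensity (right, arbitrary units) for each of the 24 arrays, by treatment and time. Points are arrays, and the horizontal lines with bars are means with SD (n = 4); the nsPEF arrays lie below the sham arrays of their time point in the left panel.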

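Of the 37687 tested probes, 30271 (80.3%) were time-dependent probes, with a difference between 0, 4 and 24 h averaged over both treatments at an adjusted p under 0.05 from limma's F test. Among the time-dependent probes the median size of the log2 difference between 4 h and 0 h was 0.57. A 2-fold difference from 0 h, at 4 h or at 24 h, was passed by 7812 of them. The alternative that moved this count most used 1 value per gene symbol and gave 14006 from fewer tests. The middle rows of spots of each array, an alternative chosen after the data were seen, gave 15485 time-dependent probes, also from fewer tests. A dependence on time, treatment or their interaction was found for 31155 probes. Among the probes that rose most from 0 h to 4 h in sham cells were those for Ngef, which was at least 144.6-fold higher at 4 h, and Sprr2h, which was at least 49.6-fold higher. The probes of both genes were not well above background at 0 h, where each array's value was therefore set to at least the lowest signal of a probe well above background before the fold was taken. Fos fell by 7.29 on the log2 scale over the same interval (SE 0.10, adjusted p = 3.9e-20, n = 4 arrays per group), more than any other probe with a gene symbol, and Lsmem1, both probes of Fosb and C1qtnf7 followed. From 0 h to 24 h the strongest falls were those of Fam71a, Fosb, Lsmem1, Fos and Apol8, while Tbx20, both probes of Mir100hg, Zfp606 and Gm26689 rose most. Not all of these rises were called throughout. Under normexp background Tbx20 (adjusted p = 0.0773), Zfp606 (0.328) and Gm26689 (0.293) were no longer called. Tbx20 was also lost without S24 replicate 1 (0.0839) or 3 (0.0826) and without replicate 1 (0.178) or 3 (0.186) of all groups, and Gm26689 with marked spots kept (0.171), with the series matrix values (0.173) and without replicate 2 (0.129), 3 (0.0502) or 4 (0.0625) of all groups. The probes of Tbx20 and Gm26689 lie in row 382 of the 384 rows of spots.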

Using a two-way ANOVA, we found that most of the transcriptome changes were associated with time (Figure 7a, Supplementary Table S2). 

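A difference between nsPEF and sham averaged over the 3 time points was found by limma for 3505 treatment-dependent probes (9.30% of those tested), of which 1668 were higher and 1837 lower in nsPEF. The ratio of time-dependent over treatment-dependent probes was 8.64. Without the filter on probes near background, 15967 treatment-dependent probes were called and the ratio fell to 1.96. With the values centred by the place of the spot on the array, an alternative chosen after the data were seen, 1274 treatment-dependent probes remained above the threshold and the ratio was 23.9. Leaving out single arrays gave between 2348 and 4188 treatment-dependent probes, and leaving out a replicate number from all groups gave 1171, 310, 795 and 1580 for replicates 1 to 4, so that the alternative without replicate 2 moved this count and the ratio most. The ratio lay between 7.22 without nsPEF replicate 1 of 24 h and 91.2 without replicate 2 of all groups. The direction depended on the scaling. The percent of treatment-dependent probes that are higher in nsPEF was 47.6 with the 75th percentile shift, 15.7 after quantile normalization and 98.0 after scaling on the spike-in RNA. Under the spike-in scaling the median difference of all tested probes between nsPEF and sham was 0.13 at 0 h, 0.18 at 4 h and -0.046 at 24 h, against -0.024, 0.0056 and 0.015 with the 75th percentile shift, and from 0 h to 24 h it was 0.70 in sham and 0.54 in nsPEF, against 0.016 and 0.065.
At single time points, limma called 39 probes at 0 h (21 higher in nsPEF and 18 lower), 1312 at 4 h (656 higher and 656 lower) and 1986 at 24 h (938 higher and 1048 lower). The counts at an unadjusted p under the threshold were 3621, 8012 and 8376. Of the probes called at 4 h, 112 were also called at 24 h, and 4 of those called at 0 h were also called at 4 h. The treatment effect depended on time for 136 interaction probes, with 6173 at an unadjusted p under the threshold. Single arrays moved these counts. For nsPEF against sham at 0 h there were 14, 8 and 9 calls without sham replicate 1, 2 or 3 of 0 h and 61 and 109 without nsPEF replicate 2 or 4, and 6 without replicate 2 of all groups. For nsPEF against sham at 4 h there were 601, 845 and 755 without sham replicate 1, 2 or 3 of 4 h, 708 and 874 without nsPEF replicate 3 or 4, and 124 without replicate 3 of all groups. For nsPEF against sham at 24 h there were 963, 773 and 743 without sham replicate 1, 2 or 3 of 24 h, 799 and 840 without nsPEF replicate 2 or 4, 4321 without nsPEF replicate 1, and 163 without replicate 2 of all groups. The interaction probes numbered 27 without replicate 1 of all groups and 1092 without nsPEF replicate 1 of 24 h. Treatment-dependent probes also differed in signal. Among the 24699 probes well above background on all 24 arrays, 2192 were called (591 higher and 1601 lower, median size of the log2 difference 0.17), and among the other 12988 probes 1313 were called (1077 higher and 236 lower).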

By comparison, there were about eight times fewer transcripts, of which the expression differed significantly between the sham and the exposed cells (Tables S3 and S4). QRT-PCR was used to confirm *Fos* expression changes from the time-dependent group, and *Zfp750* from the treatment-dependent group (Figure S4). 

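The array carried 1 probe for Fos (NM_010234) and 1 for Zfp750 (NM_178763). The values from QRT-PCR are not analysed here. Relative to the 75th percentile of the array, the mean log2 signal of Fos was 6.20 ± 0.094 (SD, n = 4) in sham and 6.13 ± 0.045 in nsPEF at 0 h, -1.09 ± 0.10 and -1.01 ± 0.12 at 4 h, and 0.049 ± 0.17 (SD, n = 3) and -0.45 ± 0.26 (SD, n = 4) at 24 h. From 0 h to 24 h Fos fell by 6.15 in sham and by 6.57 in nsPEF on the log2 scale, and from 0 h to 4 h it fell by 7.14 in nsPEF. Between nsPEF and sham the difference was -0.066 at 0 h (SE 0.10, adjusted p = 0.928) and 0.079 at 4 h (adjusted p = 0.693). At 24 h it was -0.49 (SE 0.11, adjusted p = 0.0171 from limma), and all 4 nsPEF arrays lay below the 3 sham arrays (exact permutation test, two-sided, p = 0.0571). The 24 h difference was called in 12 of 13 alternatives, with adjusted p between 0.00559 and 0.0564, the largest under normexp background. It was not called without E24 replicate 2 (adjusted p = 0.0585), E24 replicate 4 (0.0568) or S24 replicate 3 (0.0888), nor without replicate 2, 3 or 4 of all groups (0.199, 0.153 and 0.0823).
Zfp750 was not well above background on any of the 12 sham arrays. Its mean log2 signal was -7.71 ± 0.13 (SD, n = 4) in sham and -6.58 ± 1.01 (SD, n = 3) in nsPEF at 0 h, where it was not well above background on the nsPEF arrays either. At 4 h it was -7.79 ± 0.21 (SD, n = 4) and -2.17 ± 0.93 (SD, n = 2), and at 24 h -7.71 ± 0.11 and -4.66 ± 1.74 (SD, n = 4), with 2 of 4 nsPEF arrays well above background at each of these time points. Its probe, in row 2 of the 384 rows of spots, lies in a region where dim probes were brighter on the nsPEF arrays. With the sham arrays at the lowest signal of a probe well above background, Zfp750 was at least 10.2-fold higher in nsPEF at 4 h (adjusted p = 0.00168 from limma, range over its alternatives 1.5e-04 to 0.0128; exact permutation test p = 0.0667, the smallest that 2 arrays against 4 allow). Without replicate 2 the adjusted p at 4 h was 0.0779. At 24 h Zfp750 was at least 1.71-fold higher (adjusted p = 0.0111), a difference called in 6 of 11 alternatives. The 24 h call was lost with values centred by array row and signal (0.0512), a floor at the background (0.0552), normexp background (0.111), outlier-marked spots kept (0.156) and the series matrix values (0.152), and without replicate 1 (0.0743), 2 (0.163) or 4 (0.0867). Together with the other genes that the paper names for its arrays, they make 12 tested probes, of which 0, 3 and 2 passed the threshold at 0, 4 and 24 h, both when adjusted over the list alone and over all tested probes. At an unadjusted p under the threshold limma gave 0, 4 and 3 of them.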

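Distances between arrays were taken over the 29767 dependent probes with a value on every array, as the Euclidean distance of log2 values. Between sham and nsPEF of the same time point the mean distance was 84.1 ± 5.28 (SD) at 0 h, 102 ± 6.21 at 4 h and 98.0 ± 8.03 at 24 h. Within a group the mean distance was 61.5, 71.4 and 63.8 in sham and 84.4, 91.3 and 91.2 in nsPEF at 0, 4 and 24 h, so that the nsPEF arrays of 0 h lay as far from each other as from the sham arrays. Between 0 h and 24 h the mean distance was 109 in sham and 132 in nsPEF. With Ward's method, the 24 arrays fell into their 3 time points when 3 clusters were taken and into the 6 groups when 6 were taken.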

Unsupervised hierarchical clustering performed simultaneously for the samples and differentially expressed genes revealed overall similarities between the sham- and nsPEF-exposed cells at any given time point, and the clustering of samples at 0 and 24 h. Sham- and nsPEF-exposed samples at 4 h formed a separate cluster (Figure 7b, upper panel). 

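All 8 arrays of 4 h stood on one side of the first branch of the tree, and the 16 arrays of 0 h and 24 h on the other. The first branch lay at a height of 456 and the next at 267. The mean distance between 4 h and 0 h was 165 in sham and 179 in nsPEF, and between 4 h and 24 h it was 158 in sham and 164 in nsPEF, each above the distance between 0 h and 24 h in the same treatment. The position of a cluster follows the slide as well as the time point.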

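Among the treatment-dependent probes, 748 nsPEF-raised probes had a mean log2 difference of at least 1 over the 3 time points, and 23 probes were lower by at least as much. A gene symbol was given for 367 of the raised probes, which stood for 366 genes. The alternative that moved this count most was the normexp background with an offset of 50, under which 1 of the nsPEF-raised probes was found, and with all values below the background level set to that level there were 79. Without single arrays the count lay between 553 and 805, and it was 279, 98, 238 and 350 without replicates 1 to 4 of all groups. Most of these probes were dim. On the sham arrays 628 of them (84.0%) were never well above background, and only 5 were among the probes well above background on all 24 arrays. At each time point, of the raised probes measured on any nsPEF array, between 92.9% and 95.5% were well above background on some of the 4 nsPEF arrays and not on the others.
The raised probes were not spread evenly over the array. The spots lie in 384 rows, and 446 of the raised probes (59.6%) were in the first 48 rows, which hold 13.8% of the tested probes. In 10000 random lists matched on mean signal, the median number in these rows was 206, and 0 lists had as many. The first 10 rows, with 1200 tested probes, held 247 raised probes. Only 1 raised probe was in the last 48 rows, while 22 of the 23 probes lower in nsPEF were there. The same 48 rows also differed for all dim probes, taken as those well above background on at most 6 arrays. In the first 48 rows a median of 13.0% of the dim probes was well above background on a nsPEF array and 2.11% on a sham array, and in the last 48 rows the medians were 0.345% and 11.0%. The 5 probes with a gene symbol that rose most were those of Hnf1aos1 (3.40 on the log2 scale), Tcp10c (3.34), Zfp750 (3.27), Nebl (3.23) and Cpxm2 (3.18), all in rows 2 to 10, and the 5 that fell most were those of Gm20756 (-2.56), Olfr68 (-2.41), Duoxa1 (-2.25), Crem (-1.69) and Camkmt (-1.47), all in rows 379 to 383. These are differences of values near the background and not estimates of the fold. When a replicate number was left out of all groups, limma no longer called Cpxm2 (adjusted p = 0.100 without replicate 2), Nebl (0.0645 without replicate 2), Gm20756 (0.0939 without replicate 2), Olfr68 (0.262 without replicate 2), Duoxa1 (0.0808 without replicate 2), Crem (0.0882 without replicate 1) or Camkmt (0.182 without replicate 1).

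**Figure D2:**
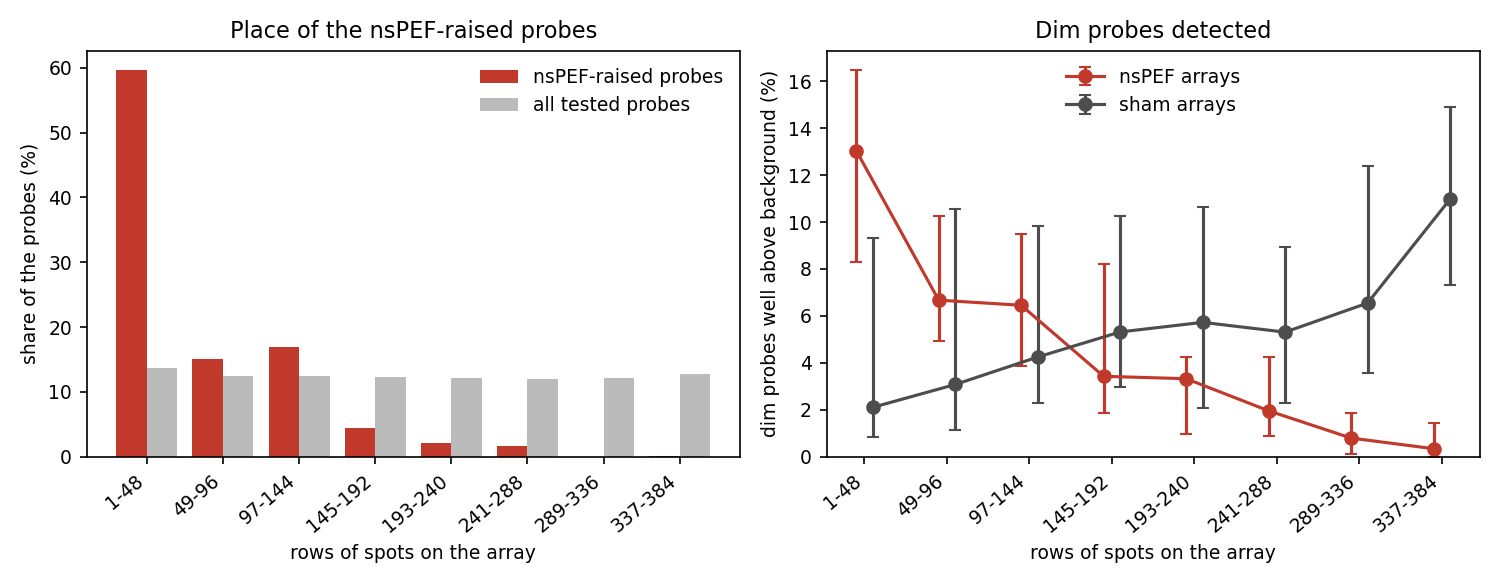
Left, share of the 748 nsPEF-raised probes and of all 37687 tested probes (percent) in bands of 48 rows of spots along the array. Right, share of the dim probes that were well above background (percent) in the same bands; points are medians over the 12 nsPEF and the 12 sham arrays and bars reach from the lowest to the highest array.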

A relatively small group of 492 genes showed a clear overexpression in nsPEF-exposed cells compared to the sham (cluster 2; close-up in Figure 7b, lower panel). 

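Among the 367 raised probes with a gene symbol, 24 were for olfactory receptors (6.54%, against 1.47% of the other 24168 tested probes with a symbol; odds ratio 4.69, Fisher's exact test, two-sided, adjusted p = 1.4e-08), 15 for other G protein-coupled receptors (4.09% against 1.09%, odds ratio 3.86, adjusted p = 4.5e-05) and 9 for voltage-gated ion channels (2.45% against 0.447%, odds ratio 5.60, adjusted p = 9.1e-05). There were 2 probes for ligand-gated ion channels (odds ratio 3.07, adjusted p = 0.146). The families were defined by gene symbol, since the gene ontology classes are not analysed here. Probes of these families are dim, and in random lists of the same size matched on mean signal the median number of olfactory receptors among the raised probes was 26, with 7182 of 10000 lists holding at least the 24 found. Of the 24 olfactory receptor probes, 23 lay in rows 1 to 192 of the 384 rows of spots.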

Gene ontology analysis revealed that the most positively enriched classes in this group were genes involved in the G-protein coupled receptor signalling pathway (fold enrichment 2.20, FDR = 0.009), transmembrane signalling receptor activity (fold enrichment 2.12, FDR = 0.003), and intrinsic components of the plasma membrane (fold enrichment 2.06, FDR = 0.027).

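Gene sets were tested with limma's camera function at its preset correlation of 0.01 over 16843 genes with a symbol, each gene by its probe with the highest mean. There were 10 sets, made by gene symbol for the processes that the paper names, and 3 time points, and p values were adjusted over these 30 effects. A set's change is given as the median log2 difference of its genes, nsPEF minus sham, relative to the median of the other genes. Genes given as higher or lower are counted by the sign of their own difference, without this reference. Past the threshold were 18 of the 30 gene set effects, 4 at 0 h, 7 at 4 h and 7 at 24 h, with 11 higher and 7 lower in nsPEF. Of these, fry called 10, fgsea on signal-to-noise ranks called 17 in all, and camera with an estimated correlation called 0 (smallest adjusted p 0.117), which is the alternative that moved the number of gene set effects most. The 10 that held under fry were DNA repair, E2F targets, G2/M and mitotic spindle, olfactory receptors, other G protein-coupled receptors, voltage-gated and ligand-gated ion channels at 4 h, and olfactory receptors, voltage-gated ion channels and ribosome biogenesis at 24 h. In 8 of the 30 effects the set's median lay outside 10000 lists of genes matched on mean signal at an adjusted p under the threshold. Once the values were centred by array row and signal, which was chosen after the data were seen, 11 effects were called.

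**Figure D3:**
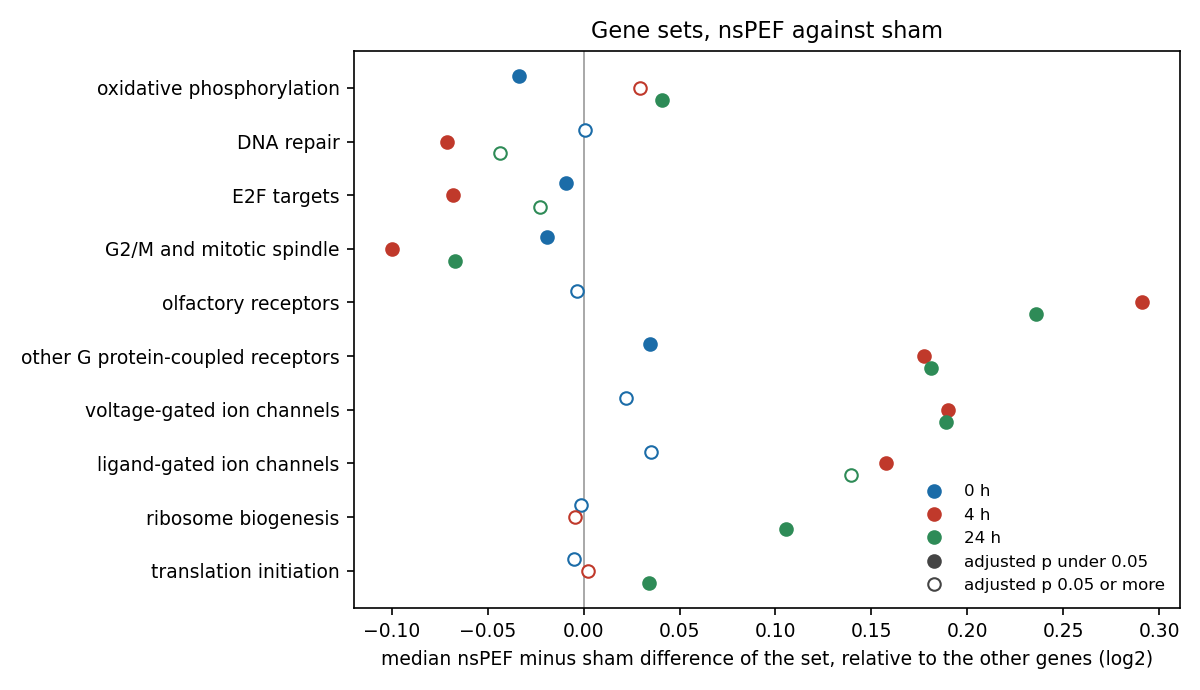
Median log2 difference of each of the 10 gene sets, nsPEF minus sham relative to the other genes, at 0, 4 and 24 h. Filled points have an adjusted p under 0.05 from camera; among the filled points quantile normalization turned the sign of E2F targets, G2/M and mitotic spindle and other G protein-coupled receptors at 0 h and of ligand-gated ion channels at 4 h, normexp background or no filter turned oxidative phosphorylation and translation initiation at 24 h, and scaling on the spike-in RNA turned the direction of camera's test for 4 sets at 0 h and 2 at 4 h while the medians kept their sign.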

Alternative gene set enrichment analysis with the GSEA program revealed several positively and negatively enriched gene sets in cells exposed to nsPEF compared to the sham samples (Figure 8, Tables S5–S13). 

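The set of other G protein-coupled receptors (245 genes) was higher in nsPEF by 0.034 at 0 h (adjusted p = 0.0186 from limma's camera), 0.18 at 4 h (adjusted p = 9.0e-04, 160 genes higher) and 0.18 at 24 h (adjusted p = 0.0292), its 0 h median turning to -0.020 under quantile normalization and camera's direction turning at 0 h and 4 h under scaling on the spike-in RNA. Voltage-gated ion channels (81 genes) were higher by 0.022 at 0 h (adjusted p = 0.0736), 0.19 at 4 h (adjusted p = 3.4e-04, 57 genes higher) and 0.19 at 24 h (adjusted p = 0.00728), with a 0 h median of -0.015 under quantile normalization. Ligand-gated ion channels (36 genes) were higher by 0.035 at 0 h (adjusted p = 0.0860), 0.16 at 4 h (adjusted p = 0.00678, 26 genes higher) and 0.14 at 24 h (adjusted p = 0.200), with medians of -0.032 at 0 h and -0.038 at 4 h under quantile normalization. Scaling on the spike-in RNA moved some 0 h calls. For olfactory receptors (377 genes) the median at 0 h was -0.0034 while camera's test pointed upward (adjusted p = 0.115). At 4 h they were higher by 0.29 (adjusted p = 2.6e-07, 267 genes higher) and at 24 h by 0.24 (adjusted p = 7.0e-06, 277 genes higher), the direction of the 4 h test turning under scaling on the spike-in RNA. At 4 h the median level of each of these 4 sets was higher on all 4 nsPEF arrays than on any sham array. Single genes called by limma in either direction at 4 h were 18 olfactory receptors, 10 other G protein-coupled receptors, 6 voltage-gated and 1 ligand-gated ion channel, and at 24 h 23, 23, 5 and 0 (7 ligand-gated ion channels at an unadjusted p under the threshold). Of these, 4 other G protein-coupled receptors and 1 voltage-gated ion channel were lower in nsPEF at 4 h. At 24 h the lower ones were 1 olfactory receptor, 10 other G protein-coupled receptors and 1 voltage-gated ion channel. Leaving out arrays changed calls at 0 h and 24 h. Without sham replicate 2 of 0 h the other G protein-coupled receptors at 0 h had an adjusted p of 0.191, and without nsPEF replicate 1 of 24 h their effect at 24 h had 0.0926, while without replicate 3 of all groups the olfactory receptors (0.00327), voltage-gated (0.00981) and ligand-gated ion channels (0.00769) were called as higher at 0 h. Against lists matched on mean signal, only the voltage-gated ion channels at 4 h and 24 h kept an adjusted p under the threshold among these 4 sets.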

Gene sets positively enriched in the exposed cells were those coding for membrane-associated proteins, e.g., G protein-coupled receptors and voltage- or ligand-gated ion channels (Tables S5–S7), and genes downregulated by Kras activation (Tables S8–S10). The negative enrichment of genes involved in oxidative phosphorylation and DNA repair was most pronounced in cells exposed to nsPEF immediately and 4 h after exposure (Figure 8a,b; Tables S11 and S12). 

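For the 78 genes of oxidative phosphorylation the median difference at 0 h was -0.034 (adjusted p = 1.6e-05 from limma's camera), with 76 genes lower in nsPEF, and the direction of the test turned under scaling on the spike-in RNA. It was outside the lists matched on mean signal, fry did not call it, and 2 of the 4 nsPEF arrays lay beyond all sham arrays. At 4 h the median was 0.029, with 44 genes higher (adjusted p = 0.362), and its median was -0.062 under normexp background, where it was called as lower (adjusted p = 0.00370), and -0.056 with no filter. In the other direction, the 4 h effect was called as higher under scaling on the spike-in RNA (adjusted p = 4.7e-05) and, chosen after the data were seen, with values centred by array row and signal (0.0429), and all 4 nsPEF arrays of 4 h lay above all sham arrays. At 24 h it was 0.041, with 55 genes higher (adjusted p = 0.0292), a call lost without replicate 2 of all groups (0.474) and without single arrays of 24 h (up to 0.156, without nsPEF replicate 2), and its median at 24 h was -0.011 under normexp background and -0.042 with no filter. For the 119 genes of DNA repair the median at 0 h was 4.9e-04 while camera's test pointed downward and 89 genes were lower (adjusted p = 0.200). The other genes themselves had a median of -0.030 at 0 h, so the 0 h counts of lower genes in both sets include this common shift. At 4 h DNA repair was lower by a median of -0.071 with 102 genes lower (adjusted p = 7.0e-06), and at 24 h by -0.044 with 77 genes lower (adjusted p = 0.0649). Without replicate 3 of all groups DNA repair was called at 0 h (adjusted p = 0.0423), and without replicate 4 of all groups at 24 h (0.0261).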

Negative enrichment in nsPEF-treated cells, especially at the four-hour time point, was also observed for gene sets involved in cell cycle and proliferation, e.g., E2F transcription factor targets (Figure 8c), genes involved in the G2/M checkpoint, and the genes essential for mitotic spindle assembly (Tables S11–S13).

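The 97 E2F targets had a median difference of -0.0090 at 0 h (adjusted p = 0.00841 from limma's camera, 88 genes lower), -0.068 at 4 h (adjusted p = 7.0e-06, 84 genes lower) and -0.023 at 24 h (adjusted p = 0.869, 59 genes lower), with 0.0095 at 0 h and 0.012 at 24 h under quantile normalization and camera's 0 h direction turning under scaling on the spike-in RNA. The 102 genes of the G2/M and mitotic spindle set had medians of -0.019 at 0 h (adjusted p = 0.00255, 84 genes lower), -0.10 at 4 h (adjusted p = 1.9e-08, 89 genes lower) and -0.067 at 24 h (adjusted p = 0.00512, 78 genes lower), with 0.0056 at 0 h under quantile normalization and camera's 0 h direction again turning under scaling on the spike-in RNA. The 0 h calls were lost without replicate 2 of all groups, with adjusted p of 0.407 for E2F targets and 0.123 for G2/M and mitotic spindle, and that of E2F targets also without sham replicate 2 of 0 h (0.147). At 0 h the other genes had a median of -0.030, and the counts of lower genes in both sets include this common shift. The 4 h effects of both sets held under fry and against lists matched on mean signal. At 4 h the median of G2/M and mitotic spindle lay beyond all sham arrays in 3 of the 4 nsPEF arrays and that of E2F targets in 0.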

Overall, transcriptome analysis revealed that nsPEF treatment induced fewer differences in gene expression than the changing conditions of a standard 2D cell culture over 24 h. 

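The sizes of the changes differed as well as their number. Among treatment-dependent probes the median size of the log2 difference between nsPEF and sham was 0.26, with quartiles of 0.15 and 0.77, and 771 probes passed a 2-fold difference. Called probes had median sizes of 0.89 at 0 h, 0.49 at 4 h and 0.42 at 24 h. Both time and treatment changed 2625 probes. Among the probes well above background on all 24 arrays, 21731 depended on time, and the largest treatment difference of a called one was 1.31 on the log2 scale. From its own counts and clustering, the paper concludes that the pulses changed gene expression less than the culture conditions over 24 h.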

After nsPEF treatment, overexpression was observed mostly for the genes whose products are plasma membrane proteins or the proteins closely located to the plasma membrane. 

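Of the raised probes for membrane receptors and channels, 21 of the 24 for olfactory receptors, 11 of the 15 for other G protein-coupled receptors, 6 of the 9 for voltage-gated and both of the 2 for ligand-gated ion channels were not well above background on any sham array, so no fold can be given for them beyond a lower bound. In 61 genes with a raised probe a second probe of the same gene was tested, and in 1 of them it was raised too. The other 73 probes of these genes had a median log2 difference of 0.13, with 71.2% above 0, against 40.7% of the probes of genes without a raised probe. The paper states that overexpression concerned mostly genes for proteins of the plasma membrane or close to it.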

Gene set enrichment analysis, which considers even small, but coordinated, changes in transcript levels from a functionally relevant group of genes revealed that nsPEF might have a negative, albeit probably transitory, impact on the expression of genes involved in oxidative phosphorylation, DNA repair, and cell proliferation.

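Whether the set effects differed between time points was tested with camera on the interaction of treatment and time, adjusted over 20 tests. Only the preset correlation of 0.01 was used here, and neither fry nor an estimated correlation was run on the interactions. The estimated correlation was 0.377 for oxidative phosphorylation and 0.046 for DNA repair. With estimated correlations camera called 0 of the 30 gene set effects at single time points, so the p values below may be too small. From 0 h to 4 h the difference between nsPEF and sham rose by 0.071 for oxidative phosphorylation (adjusted p = 3.4e-04) and changed by -0.059 for DNA repair (adjusted p = 4.0e-04), -0.038 for E2F targets (adjusted p = 0.00780) and -0.056 for G2/M and mitotic spindle (adjusted p = 3.5e-04). From 0 h to 24 h the change was 0.066 for oxidative phosphorylation (adjusted p = 5.3e-05), -0.030 for DNA repair (adjusted p = 0.414), -0.012 for E2F targets (adjusted p = 0.231, camera's test pointing upward with 62 of 97 genes higher) and -0.025 for G2/M and mitotic spindle (adjusted p = 0.523). Under quantile normalization the changes of oxidative phosphorylation were 0.028 and 0.032 (adjusted p = 0.546 and 0.122), and under spike-in scaling that from 0 h to 24 h had an adjusted p of 0.737, while the changes of DNA repair and of G2/M and mitotic spindle from 0 h to 24 h were called there (adjusted p = 0.00690 for each). The change from 4 h to 24 h was not tested. The paper proposes a possible negative and probably passing effect of the pulses on the genes of these processes.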

## 3. Discussion

Our results show that disturbances in cell homeostasis due to nsPEF exposure can be transient, providing the cell is able to repair the damages quickly. On the basis of our observations, we hypothesize that a cell with a spare plasma membrane reserve can tackle the treatment with 60 nanosecond pulses at a 14 kV/cm electrical field without permanent perturbations in its cellular and molecular processes. In our experiments, it appeared that high-energy nanosecond pulses affected the plasma and mitochondrial membrane, diminished adhesion, induced breaks in DNA strands, disturbed the cell cycle, and altered the expression of some genes in the TM3 Leydig cells. However, after 24 h of exposure, the rate of TM3 cell proliferation, measured as both the metabolic activity and DNA content, remained at the same level as in the sham samples. Moreover, most of the adverse effects of nsPEF exposure concerned only a certain fraction of cells. The remainder of the cell population exhibited sham control characteristics.

It should be noted here that all the tests for every biological replicate (except for an adhesion test) were carried out in parallel on the same suspension of TM3 cells. In our opinion, this methodical approach can eliminate many factors that may disturb the test results, such as cell heterogeneity resulting from their successive passages to individual experiments, the errors in the cell densities in subsequent trials, and the inherent uniqueness of the predisposition of cells to a given stimulus resulting from their enormous intrinsic heterogeneity. Moreover, although TM3 cells grow as adherent monolayers, they were treated with nsPEF as suspensions to compare the results with numerous available publications.

The most prominent and easily noticed feature of altered cell physiology due to nsPEF is cell swelling. This phenomenon is caused by osmotic imbalance [24] due to the creation of nanopores [25] and the temporary permeabilization of the plasma membrane after monopolar nsPEF [26]. This leads to the leakage of ions from the cytoplasm to the external environment and vice versa. The nanopores may be transient and sealed by the cell quite fast or, in contrast, may be permanent, and the injured cell proceeds to death. The reversibility of the process, and the sealing of the pores in the cell membrane, are likely to occur only for pores of a diameter smaller than ~20 nm [27]. TM3 cells, in our experiments, enlarged their volume after treatment with nsPEF. Both increased cell diameters under an inverted microscope, and the higher FSC values in the flow cytometry clearly indicate the phenomenon of cell swelling.

In the search for the putative mechanism underlying this phenomenon, we have noticed, under SEM, an apparent change in the morphology of the cells treated with nsPEF. A fraction of enlarged cells lost microvilli from half, or the entire, cell surface. The microvilli of TM3 cells are hair-like projections of the plasma membrane stabilized by cross-linked actin fibres [28,29]. As previously shown, cell swelling may reduce their numbers [15] and modify the cell surface properties since microvilli serve as a membrane reservoir [30]. Under the influence of nsPEF, this phenomenon has been previously observed, but a stronger electric field and more pulses were used for the two human hepatocellular carcinoma (HCC) cell line treatments, and it finally led to additional thermal effects [31]. 

Caveolae [32], the plasma membrane invaginations, have a similar function, and both structures, upon physiologically relevant osmotic stress, unfold and compensate the plasma membrane tension [30]. However, considering the surface area occupied by both structures, and the large change in cell volume, the microvilli could have had a greater impact on maintaining the continuity of the membrane during swelling. The contribution of caveolae in the compensation of increased cell volume has been recently suggested [33]. The presence of caveolae was observed in the TEM images of the sham samples, in contrast to nsPEF-exposed cells, in our study, and we could not exclude such compensation mechanisms of the plasma membrane tension increase [34]. The presence of CAV1, a major protein of caveolae, has been demonstrated in TM3 Leydig cells [35]. Caveolae are not detectable in immune cells [32]. However, such cells, e.g., leukemic T-cell lymphoblasts (Jurkat cells), demonstrate intense cell swelling following nsPEF [36]. Instead, Jurkat cells have abundant microvilli [37], but the mechanism of microvilli sacrificing for their recovery after the plasma membrane permeabilization has not yet been studied. Caveolin1α participates in microvilli length regulation in Madin–Darby canine kidney cells [38] and, though not yet proven, such a mechanism can be hypothesized to participate in microvilli loss in TM3 Leydig cells. 

What is more, the phenomenon of cell swelling concerned only a fraction of TM3 cells in our study. The cytometric analysis of the cell volume expressed by FSC showed that only cells that do not uptake propidium iodide (the fraction devoid of large pores in the plasma membrane, i.e., pores bigger than 1.5 nm [39]) swelled following nsPEF. The portion of cells that died and acquired the pores with a diameter big enough for propidium iodide penetration did not increase in volume. Similar observations have already been reported [39]. Over time, the value of FSC decreased for cells with intact membranes, indicating the active mechanisms of pore sealing.

Apart from swelling, cell blebbing was also noticed in TM3 cells after nsPEF treatment in this study. The exact mechanism for the blebbing of cells exposed to the electric field remains unknown [40]. Although this phenomenon may be related to apoptosis, it does not always lead to cell death. According to one of the hypotheses, the blebbing could be the cell’s response to plasma membrane damage that cannot be spontaneously repaired by the cell [41,42]. The influx of positive ions through the damaged membrane (mainly calcium and sodium) causes the bending of the cell membrane and promotes the formation of bubbles [43]. Damaged membrane fragments are sequestered and ejected outside the cell in the form of extracellular vesicles (ectocytosis) [42]. It could occur upon the direct physical impact of impulses and the cellular response to water uptake by the Donnan-type colloid-osmotic mechanism [44]. This feature could make cells capable of regenerating after the plasma membrane permeabilization induced by nsPEF. 

Microarray analysis of TM3 cells confirmed that the genes encoding the membrane proteins were mostly differentially expressed between the sham and exposed samples at 240 min post nsPEF exposure (cluster 2.2, Figure 7b). 

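At 4 h the median size of the log2 difference was 0.40 among olfactory receptors, 0.29 among other G protein-coupled receptors, 0.29 among voltage-gated and 0.17 among ligand-gated ion channels, and 64 olfactory receptors differed more than 2-fold in either direction. Probes called at 4 h were as often lower as higher in nsPEF, 656 each, but the balance depended on the scaling. The percent of calls at 4 h that are higher in nsPEF was 16.5 after quantile normalization, 34.4 with the series matrix values, 69.9 with the 75th percentile over probes detected on all arrays, 72.6 under normexp background and 98.7 after scaling on the spike-in RNA. Spike-in scaling gave 5396 probes for nsPEF against sham at 4 h, without the filter there were 10339, and a fit of the 8 arrays of this time point alone called 420. At 4 h, 276 of the 748 nsPEF-raised probes were well above background on 2 of the 4 nsPEF arrays, 36 on all 4 and 243 on none.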

Among 128 upregulated genes in the nsPEF-treated TM3 cells, eight coded for olfactory receptors, representatives of a large family of olfactory-specific G-protein coupled receptors [45]. 

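Olfactory receptors are G protein-coupled receptors best known from the olfactory epithelium. In the present lists 24 olfactory receptor probes were among the 748 nsPEF-raised probes, and 18 olfactory receptors were called by limma at 4 h among the 377 tested. The raised ones were dim, with 14 of the 24 in the first 48 rows of spots.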

Surprisingly, other upregulated genes, such as those encoding for gamma subunit 5 of the voltage-dependent calcium channel [46], contactin 4 [47], piezo-type mechanosensitive ion channel component 2 (*Piezo2*) [48], and neurexin I [49] are also mainly recognized as highly abundant in neural tissues. 

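Cacng5 had 1 probe on the array, Cntn4 3 and Piezo2 3, and 1 probe of each gene passed the filter. On the sham arrays the probe of Cacng5 (NM_080644) was never well above background. In nsPEF cells it was well above background on 2 of 4 arrays at 4 h, at least 1.84-fold higher than in sham (adjusted p = 0.0158 from limma, range over its alternatives 0.00209 to 0.107). It lies in row 4 of the 384 rows of spots. The call of Cacng5 was lost with a floor at the background (0.107), with values centred by array row and signal (0.0894), and without replicate 1 (0.119), 3 (0.175) or 4 (0.0588). The tested probe of Cntn4, in row 6, had a log2 difference of 1.26 at 4 h (SE 0.68, adjusted p = 0.293, range over its alternatives 0.0766 to 0.832), and that of Piezo2, in row 170, one of 0.052 (SE 0.49, adjusted p = 0.963, range 0.159 to 0.985). Without a filter the tested probe of Cntn4 had an adjusted p of 0.213 at 4 h and the other probes of Cntn4 and Piezo2 at least 0.478, and neither gene was called in any setting.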

According to the RefEx dataset [50], these proteins are also expressed in mouse testis, although their functions remain elusive.

Microvilli could also mediate the adhesion, e.g., the attachment of epithelial cells to the endothelium [28,51]. We hypothesized that the reduction in microvilli density on the TM3 plasma membrane surface may diminish the adhesion of nsPEF-exposed cells. To the best of our knowledge, the present study is the first to describe diminished cell attachment following nsPEF exposure. Cell adhesion in vitro includes three phases: initial attachment, which is regulated by electrostatic interactions; flattening, which requires integrins binding to the extracellular matrix components; and finally, cell spreading, driven by actin cytoskeleton reorganization and the formation of focal adhesions [52]. In our study, most of the nsPEF-exposed cells remained round and loosely attached to the surface, as opposed to the sham cells showing signs of flattening 60 min after seeding, as evidenced by epifluorescence microscopy images. Thus, nsPEF treatment could have affected, or delayed, the first two phases of cell adhesion. This might be due to the impaired integrin function and/or extracellular matrix production in nsPEF-treated TM3 cells. Another explanation could be a change in the electrostatic properties of the cells due to the pronounced disturbance of the plasma membrane properties. The initial attachment of spherical TM3 cells with microvilli on their surface can be governed by the unspecific binding to polystyrene [53]. The presence of microvilli imposes specific electrostatic features on the cell surface [54] and could drive the initial adhesion phase.

While testing cell adhesion, we noticed that when calcein ester was added to the cells before nsPEF treatment, calcein fluorescence intensity decreased in most of the exposed cells in comparison to the sham. This was factored into the calculations of the percentage of cells adherent to surfaces: a fluorescence signal after washes was always normalized to the signal before washes in the same well. The efflux of negatively charged membrane-impermeable calcein molecules from preloaded cells after 6 ns electric pulses was described previously [55] and indicates the presence of pores in the plasma membrane. In our study, cells with a stronger calcein signal, presumably with or without a low number of pores, attached to the surface in a higher number. Together, these observations suggest that nanoelectroporation, and its impact on cell physiology, might be linked with impaired cell adhesion.

The diminished TM3 adhesion can also result from disturbances of the actin cytoskeleton after nsPEF exposure [56]. Other authors, who have studied the response of adherent cells to nsPEF, reported cell rounding and swelling, followed by actin cytoskeleton disassembly [57,58]. Although cell swelling was observed in our study, the effect of nsPEF on the actin structure of TM3 cells could have only been temporary and is reversible since visualization of actin fibres with a fluorophore-tagged phalloidin did not reveal any abnormalities in the nsPEF-treated cells at 10 min and 240 min postexposure. However, one should bear in mind that the actin-staining procedure required several washing steps that could have resulted in the removal of the most loosely attached cells devoid of microvilli, especially 10 min after treatment. More work is needed to fully understand the mechanism of decreased TM3 cell attachment after nsPEF exposure.

Cells may undergo apoptotic-, necrotic-, or autophagy-dependent programmed cell death under cellular stress conditions. In this work, the first two mechanisms were considered, and the presence of phosphatidylserine on the outer leaflet of the plasma membrane was monitored. Similar to the results of others [59,60], a significantly increased externalization of phosphatidylserine immediately after nsPEF treatment was demonstrated, when compared to the samples stained with fluorophores after nsPEF exposure and measured at 30 min. The first phenomenon was likely caused by membrane permeabilization, especially since the influx of Ca^2+^ from the external environment, as well as the release of calcium ions from the intracellular stores caused by nsPEF [7], make linking PS with AnV easier [61]. Some researchers also believe that negatively charged PS can be pushed from the inner to the outer leaflet of the membrane driven by an electric potential across the membrane [31]. Within 60 min, the proportion of viable AnV^-^/Pi^-^ cells did not decrease visibly; however, propidium iodide penetrated the AnV^+^ cells over time, increasing the proportion of the AnV^+^/PI^+^ cell fraction. This may indicate that cell death might occur by necrosis or secondary apoptosis as a delayed consequence of nsPEF exposure. Pakhomova et al. [62] underline the important role of necrosis in cell responses to a pulsed electric field. After nsPEF exposure, and calcein AM and ethidium homodimer-1 staining, some cells with compromised membranes following nsPEF exposure were also visible under CLSM. The number of damaged cells decreased after 240 min of incubation in standard conditions when a fresh medium with serum was added to the culture. It might indicate that the membranes were repaired enough to prevent ethidium homodimer-1 penetration to the cell interior.

The membrane permeabilization resulting from the nsPEF treatment could also affect mitochondria. The mitochondrial membrane potential, the gradient of the electric potential on the inner mitochondrial membrane (ΔΨm), is a crucial element for the synthesis of ATP through oxidative phosphorylation. Damage to the mitochondrial membrane leads to disturbances in the energy metabolism process. It has already been pointed out that submicrosecond electroporation decreases mitochondrial membrane potential [63,64], and this disturbance stems from the activation of the calcium-dependent pathways rather than direct mitochondrial membrane permeabilization [65]. The mitochondrial membrane potential dropped after the nsPEF treatment of TM3 cells in this study; however, this phenomenon concerned only a fraction of the nsPEF-exposed cells. This confirms a well-known phenomenon of mitochondrial heterogeneity [66]. Since the breakdown of mitochondrial membrane potential within the cell population may indicate the damage extent [67], we concluded that nsPEF treatment did not lead to serious cell injury within the overall exposed cell population. This observation also points to a phenomenon of the heterogeneous cell response to nsPEF. The undisturbed proliferation of cells in the next 24 h of incubation might confirm a minor extent of damage in these experiments. Similar undisturbed proliferation was also shown for porcine bone marrow mesenchymal stem cells after nsPEF treatment [68].

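None of the 78 tested genes of oxidative phosphorylation was called on its own by limma at 0, 4 or 24 h, although the set as a whole was lower at 0 h. At an unadjusted p under the threshold there were 4, 9 and 11 of them. The median size of the log2 difference at 4 h was 0.050, and none of the 78 passed a 2-fold difference at any time point. Between 4 h and 0 h in sham cells, 64 of the same genes were called.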

The microarray-derived results of this study show a lower expression of the genes involved in oxidative phosphorylation after the nsPEF stimulation of TM3, especially immediately after, and 4 h, post-treatment. The functional mitochondrial electron transport chain (ETC) is responsible for creating an electrochemical proton gradient across the inner mitochondrial membrane and for reactive oxygen species (ROS) generation. Diminished ETC activity, due to the reduced production of its constituents, could lead to decreased mitochondrial transmembrane potential and lower levels of superoxide production in mitochondria, as was observed in our study. 

A few previous studies demonstrated that nsPEF might affect DNA and nuclear processes within mammalian cells, as summarized by Schoenbach [1]. Therefore, the generation of breaks in DNA strands upon nsPEF treatment was monitored in our experiments. The highest number of comets was observed at stage B, indicating that the damage was not severe. However, the pattern of the distribution of the comet stages in the exposed cells and the cells treated with etoposide (the positive control) was similar. On the basis of the above observation, it can be assumed that the mechanism of DNA damage might be similar. Etoposide is a topoisomerase II inhibitor that induces double-strand breaks (DSBs) in the cells [69]. However, Qian et al. [70] demonstrated that both single-strand breaks (SSBs) and DSBs, after nsPEF exposure, might occur in the cells. The SSBs and DSBs stimulated by nsPEF were detected in the comet assay performed in both neutral and alkaline conditions [69], and significant DNA damage was noticed just 90 s after the nsPEF stimulation [71].

The cell usually repairs its damaged DNA if changes are not severe. Following this, damaged DNA could be repaired over an hour after the nsPEF stimulation of murine melanoma cells [71]. Similar results were obtained for Jurkat cells [72]. In our study, the neutral comet assay was carried out within half an hour after the nsPEF stimulation; therefore, we assumed that DNA repair processes had hardly started. We also demonstrated a relatively low level of DNA damage in the exposed group compared to the positive control. The DNA damages induced in TM3 cells following the nsPEF exposure were probably repaired within a few hours, which was analogous to the results obtained by the other authors cited above. It was also possible because of a lack of cells in comet stage E, i.e., with total nuclear DNA damage.

In previous publications, the influence of nsPEF on the cell cycle has often been ignored, although it affects the cell’s sensitivity to the injury, e.g., DNA damage, or inhibits activation of the repair processes. The exposure of cells of the same origin, but at different cycle phases, can produce divergent results. Jurkat cells appeared to be more sensitive to nsPEFs in the G2/M phase than in the G1/S phase [73]. Monitoring cell distribution at a specified cell cycle phase, we did not observe cell cycle arrest in the G2/M phase, unlike previous studies performed on Chinese hamster ovary (CHO) cells [73,74]. Instead, a lower proportion of the G2/M phase was visible at 4 h after treatment compared to the sham samples. We also noted a markedly increased percentage of cells in the subG1, and a decrease in the S phase in nsPEF-treated cells compared to the sham samples. These changes might indicate the ongoing process of apoptosis in a certain population of cells. After 24 h, a fraction of cells entering the DNA synthesis phase and cell division returned to the sham levels. This was accompanied by a decrease in the number of cells in the G0/G1 phase. In the G1 phase, the cells grow, multiply organelles, and synthesize proteins while preparing to divide. Cells in the G1 phase are characterized by relatively high membrane fluidity, and associated with a high synthesis and degradation of phospholipids [75]. This property may reduce the sensitivity of cells to nsPEF and regenerate cell membranes more easily. This phenomenon might have influenced the susceptibility of TM3 cells with a large excess of the plasma membrane to the pulsed electric field.

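At 4 h limma called 7 of the 102 genes of the G2/M and mitotic spindle set and 3 of the 97 E2F targets, and at 24 h 1 gene of each. The median size of the difference at 4 h was 0.12 in the first set and 0.092 in the second. No gene of either set differed more than 2-fold between nsPEF and sham at any time point.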

The observed changes in cell cycle phases were reflected in the overall expression of gene sets involved in cell cycle progression, which were negatively enriched in nsPEF-treated cells as genes involved in the G2/M checkpoint and those essential for mitotic spindle assembly. Among the negatively enriched genes, there were also E2F transcription factor targets involved in DNA replication and repair, cell cycle regulation, and checkpoints [76]. 

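The differences between 4 h and 0 h sham cells were wider in the same sets, with 96 of the 102 G2/M and mitotic spindle genes and 79 of the 97 E2F targets called. The 0 h effects of E2F targets and of G2/M and mitotic spindle were no longer called once values were centred by array row and signal, while both 4 h effects were still called.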

Again, the most notable changes were observed 4 h after nsPEF treatment.

Transcriptome analysis, in our study, had the unique property of including the immediate, early (4 h), and late response (24 h) of cells to nsPEF exposure, in contrast to previously published studies analysing the differential gene expression of the immediate (at 0.5 and 1 h) [77] and early (at 4 h) cell responses [78,79]. This allowed us to trace the nsPEF-related variations in gene expression for the first time over a more extended period. Both types of performed analyses, i.e., differential gene expression and gene set enrichment, showed that most of the nsPEF-induced changes in gene expression were transient in our experiments. This was evidenced by the fact that, within a cluster of genes overexpressed due to nsPEF treatment (cluster 2 in Figure 7b), we could distinguish separate subclusters that showed a peak of gene expression at 0, 4, or 24 h. Similarly, we observed fluctuations in gene set expression over time. For example, the negative enrichment of genes involved in DNA repair was most prominent at 4 h after nsPEF exposure, whereas after 24 h, the overall expression levels of genes in this set in nsPEF-exposed cells were more comparable to the sham samples. 

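A change of the treatment effect over time was called for the 136 interaction probes only, and a larger share than this cannot be excluded with 4 arrays per group. The count was 225 with a plain two-way analysis of variance, 69 without the filter and 1526 with spike-in scaling, and the largest moves were to 2788 with array quality weights and to 6 under normexp background. Without E24 replicate 1 it was 1092.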

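On the nsPEF arrays the raised probes were detected at different times. Of the 748, 20 were well above background on all 4 nsPEF arrays at 0 h, 36 at 4 h and 33 at 24 h, and on none at 0 h were 308, against 259 at 24 h. Since a raised probe was typically detected on some arrays of a group and not on others, the time at which its mean is highest rests on few arrays. Among the raised probes detected on some but not all of the 4 nsPEF arrays of a time point, no single array held more than 53.3%.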

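For DNA repair the difference from 0 h to 4 h passed the threshold of its interaction test and that from 0 h to 24 h did not, except under spike-in scaling (adjusted p = 0.00690). Of its 119 genes, 4 were called by limma at 4 h and 6 at 24 h, with a median size of 0.10 at 4 h.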

The genes in nsPEF-exposed Jurkat cells were also transiently overexpressed; the differential expression of the genes involved in biochemical pathways was most prominent 30 min after treatment, whereas, at 60 min, the cell cycle and gene transcription pathways were the most affected processes after nsPEF treatment [77]. On a smaller scale, an initial overexpression due to nsPEF exposure, followed by a drop in protein levels up to 12 h after exposure, were also observed for proteins involved in the MAPK signalling pathway in Jurkat and U937 cells [79]. Our results emphasize the importance of studying gene expression after nsPEF treatment over a longer period of time in order to better understand the dynamic responses to the nanosecond pulsed electric field.

Interestingly, the ANOVA and hierarchical clustering analyses revealed that, in our model, transcriptome variations due to nsPEF were much more subtle than the changes that occurred in cells during a standard culture. Samples clustered preferentially over time, not treatment, with the cells harvested at 4 h forming a separate cluster, showed the most distinctive expression profile among the sample types studied. 

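Across treatments and times the distances between arrays were ordered in the same way. Sham at 0 h and nsPEF at 4 h lay 180.4 apart on average, sham at 4 h and nsPEF at 24 h 166, and sham at 0 h and nsPEF at 24 h 132, while nsPEF and sham of one time point were never farther apart than 102 on average. All 24 arrays stood on the side of their time point at the first branch, and the slide of a time point is shared by sham and nsPEF arrays.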

The group of genes overexpressed at 4 h (cluster 4, Figure 7b) showed the enrichment of proteins involved in ribosome biogenesis and translation initiation. 

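The set of ribosome biogenesis (111 genes) was higher at 4 h than at the mean of 0 h and 24 h by 1.10 in sham (adjusted p = 2.5e-27 from limma's camera, 106 genes higher) and 0.97 in nsPEF (adjusted p = 6.8e-26, 108 genes higher), relative to the other genes. Translation initiation (44 genes) was higher by 0.44 in sham (adjusted p = 1.7e-08) and 0.39 in nsPEF (adjusted p = 1.2e-07), with 41 genes higher in each. Between nsPEF and sham, ribosome biogenesis was higher in nsPEF at 24 h by 0.11 (adjusted p = 3.4e-10, 89 genes higher) and translation initiation by 0.034 (adjusted p = 0.00841, 30 genes higher), and at 0 h and 4 h neither set was called. Without replicate 2 of all groups the 24 h effect of translation initiation had an adjusted p of 0.0791, and its median was -0.011 under normexp background and -0.046 with no filter. Of the 10 time effects, all were called by camera and by fry, and camera with an estimated correlation called 8, leaving out translation initiation (adjusted p = 0.0707 in sham and 0.0815 in nsPEF). In sham cells 103 ribosome biogenesis genes and 34 translation initiation genes were called between 4 h and 0 h.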

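At 4 h, DNA repair was lower than at the mean of 0 h and 24 h by a median of -0.37 in sham (adjusted p = 6.2e-07 from limma's camera, 89 of 119 genes lower) and -0.49 in nsPEF (adjusted p = 3.7e-08, 91 genes lower), relative to the other genes. E2F targets changed by -0.45 (adjusted p = 4.6e-12) and -0.55 (adjusted p = 6.7e-14), with 88 of 97 genes lower in each treatment, and G2/M and mitotic spindle by -0.57 (adjusted p = 5.6e-16, 96 of 102 genes lower) and -0.67 (adjusted p = 8.3e-18, 95 genes lower). Each of these 6 effects was also called by camera with an estimated correlation.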

The genes with lower expression at 4 h (cluster 1, Figure 7b) encoded for proteins participating in DNA replication, DNA repair, and cell cycle progression. This represents an expected sequence of events when healthy cells grow and proliferate: ribosome assembly and protein production precede progression through the cell cycle and division [80]. 

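The array held 1 probe each for Fos, Jun (NM_010591) and Egr1 (NM_007913). Jun had a mean log2 signal of 6.00 in sham and 6.04 in nsPEF at 0 h, 2.21 and 2.22 at 4 h, and 2.14 and 2.23 at 24 h, with 4 arrays in each group. Between 0 h and 4 h Jun fell by 3.79 in sham and fell by 3.82 in nsPEF (SE 0.047 for both, adjusted p = 7.8e-22 and 4.3e-22 from limma), and between 0 h and 24 h the falls were -3.85 and -3.81. Egr1 stood at 5.57 in sham and 5.63 in nsPEF at 0 h, at 1.72 and 1.92 at 4 h and at 3.23 and 3.12 at 24 h, so that it fell by 3.85 in sham and by 3.71 in nsPEF to 4 h (SE 0.077, adjusted p = 7.9e-19 and 1.0e-18) and fell by 2.34 and fell by 2.51 to 24 h. For all of these comparisons with 4 arrays in both groups, every array of 0 h lay above every array of the later time point (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). The probes lie in rows 253, 289 and 348 of the 384 rows of spots and are well above background on all arrays with a value, which Fos lacks on 1 sham array of 24 h.

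**Figure D4:**
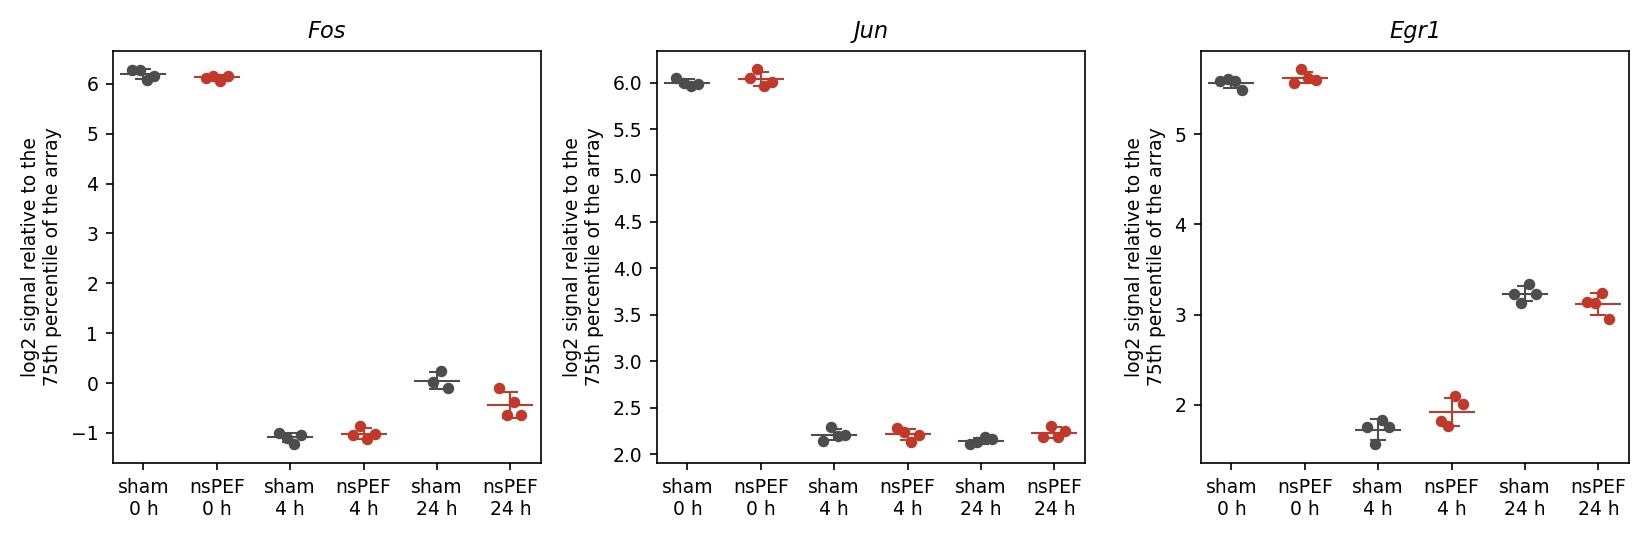
Log2 signal of Fos, Jun and Egr1 relative to the 75th percentile of each array, by treatment and time. Points are arrays and the horizontal lines with bars are means with SD (n = 4, and n = 3 for Fos in sham at 24 h); at 0 h the values of both treatments lie above all later ones.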

Other noteworthy time-related changes included a high overexpression of *Fos* (FBJ osteosarcoma oncogene), *Jun* (jun proto-oncogene), and *Egr1* (early growth response 1) immediately after nsPEF, both in the sham- and nsPEF-exposed cells. This finding was surprising because previous works strongly associated increased expression of these genes with nsPEF treatment in Jurkat cells and fibroblasts [77,78,79,81]. *Fos*, *Jun,* and *Egr1* are well-characterized immediate-early response genes whose transcription is activated within minutes after stimulation with extracellular or intracellular cues (e.g., cytokines, growth factors, shear stress, or UV damage) [82,83,84]. Their expression is regulated by several signalling pathways, including the RHOA/ROCK, ERK MAPK, P38 MAPK, or PI3K pathways [82]. The increased expression of *Fos*, *Jun*, and *Egr1* at 0 h in our experiments could reflect a response to the stress imposed by prolonged sample preparation (cell detachment, centrifugation, filtering, and exchange of medium) prior to nsPEF treatment. After 4 h and 24 h, when cells were harvested quickly, no effect on the expression of these genes was observed. 

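At 4 h the difference between nsPEF and sham was 0.0079 for Jun (adjusted p = 0.941 from limma) and 0.20 for Egr1 (adjusted p = 0.151), and at 24 h 0.086 (adjusted p = 0.282) and -0.11 (adjusted p = 0.394). Egr1 at 4 h was called in one alternative, the scaling on the spike-in RNA, with 0.37 (adjusted p = 0.0162).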

NsPEF did not seem to elicit reaction involving immediate-early response genes in our model, presumably contrary to other types of cells [78,79].

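Immediately after exposure the difference between nsPEF and sham was 0.040 for Jun (SE 0.047, adjusted p = 0.883 from limma) and 0.057 for Egr1 (SE 0.077, adjusted p = 0.910). A list of 30 immediate-early genes, to which the 3 genes belong, had a median difference of 0.072 at 0 h relative to the other genes, with 21 genes higher in nsPEF (adjusted p = 1.0e-05 from limma's camera). The paper proposes that the high level of the genes at 0 h could come from the handling of the cells, and states that nsPEF did not seem to act on immediate-early response genes in this model.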

Despite the abovementioned discrepancies with previous publications, some common observations regarding gene expression changes due to nsPEF exposure were noticed in our experiments. Overexpression of genes coding for membrane-associated proteins in nsPEF-exposed cells, even if different for individual proteins, was consistent with other studies [28,79]. The downregulation of genes involved in the cell cycle and DNA repair was also previously identified in Jurkat cells following nsPEF treatment [77]. Nevertheless, the magnitude of changes seemed to be higher in the immune cells since significant differential expression could be detected for individual genes. In our experimental model, the coordinated, but subtle, changes were detectable only at the level of gene sets. 

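At the level of single probes limma called 1312 probes at 4 h and 1986 at 24 h, and at 0 h 39. In the sets of oxidative phosphorylation, DNA repair, E2F targets and G2/M and mitotic spindle, 0 genes were called at 0 h by limma (4, 8, 4 and 7 at an unadjusted p under the threshold), between 0 and 7 per set at 4 h and between 0 and 6 at 24 h.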

The observed differences might stem from the higher sensitivity of Jurkat cells to nsPEF exposure [79] compared to TM3 cells exhibiting the capability to repair nsPEF-induced damage.

## 4. Materials and Methods

### 4.1. Cell Culture

Leydig TM3 mouse testicular cells (ATCC CRL-1714, Manassas, Virginia, USA) were propagated in a composed medium, DMEM/F12 (Dulbecco’s modified Eagle’s and Ham’s F12 medium, 1:1, Lonza, Basel, Switzerland), with supplements (Lonza, Basel, Switzerland): 5% horse serum, 2.5% fetal bovine serum, and antibiotic/antimycotic in 5% CO_2_ at 37 °C until semiconfluent. The cells were detached with ReagentPack^TM^ Subculture Reagents (Lonza, Basel, Switzerland). For the experiments, TM3 cells, at the density of 1.5 × 10^6^ ± 2.0 × 10^5^ cells/mL, were washed twice with PBS (Gibco^®^, Waltham, MA, USA), resuspended in 1 × Annexin V binding buffer (BB, BD), passed through a 40-µm nylon cell strainer filter (Corning, NY, USA), and aliquoted into electroporation cuvettes (0.4 cm gap size width, Invitrogen™, Waltham, MA, USA) in a volume of 200 µL per sample. The density of the cell suspension in cuvettes was 1 × 10^6^ cells/m. Exposure to nsPEF was carried out at room temperature. The cells remained in the cuvette only for the duration of the exposure and were tested immediately afterwards.

### 4.2. Exposure to nsPEF

A compact 4-kV pulse generator that combined two types of switches, insulated-gate bipolar transistors (IGBTs), and a spark gap based on Blumlein-line architecture, were used in the experiments. This approach reduced the size and cost of the generator and increased its performance and the controllability of the generated pulses. A full description of the architecture and operation of the pulse generator has been described previously [85]. The generated pulses had a quasi-rectangular shape, a 60 ns pulse width, and 5.5 kV amplitude, which corresponded to an electric field within the cuvette of 14 kV/cm. The repetition rate was 0.44 pulses per second, and the duration of the whole treatment was 180 s. The shape of the pulse, its repeatability, and other exposure parameters are presented in Figure S1a–c. The volume of the medium with cells treated with nsPEF was calculated precisely to get a matched terminal impedance for the pulse generator. Current and voltage waveforms were measured under exposure conditions with a WaveRunner 640 Zi oscilloscope (Teledyne Lecroy, Chestnut Ridge, NY, USA). The probes used for the voltage and current measurements were P6015A and P6021 (Tektronix, Beaverton, Oregon, USA), respectively. The sham and nsPEF treatments were performed at room temperature. The buffer’s temperature during the electroporation was monitored with a fibre optic probe (PRB-400, OSENSA, Burnaby, BC, Canada). The probe was placed between the electrodes. The health of the TM3 cells was then assayed simultaneously by several techniques, listed below in each experiment.

### 4.3. Cell Diameter

The sham and nsPEF-exposed cells were seeded into 24-well plates (1 mL, 10^5^ cells/mL) immediately, or 240 min, after treatment, and the cell images were recorded using an inverted optical microscope (Primo Vert, Carl Zeiss, Oberkochen, Germany). Cell diameters were measured using ZEISS ZEN software (Carl Zeiss Ltd., Oberkochen, Germany). Avoiding the error caused by optical phenomena, only cells located in the microscope’s focal plane with a visible border of the cell membrane were counted. Moreover, the relative cell size was monitored with the BD (NJ, USA) FACSAria™ III flow cytometer (BD FACSDiva software version 10.0, NJ, USA, with a minimum of 10,000 cells per sample) at 0, 30, 60, and 240 min after nsPEF exposure and recorded as a fold change of the forward scatter (FSC) parameter values relative to the sham.

### 4.4. Electron Microscopy

TM3 cells were fixed by paraformaldehyde (PFA, Sigma-Aldrich, Burlington, MA, USA) with a glutaraldehyde (GA, Sigma-Aldrich, Burlington, MA, USA) mixture (SEM: 4% PFA with 0.4% GA; TEM: 2% PFA with 2.5% GA). Then, cells were rinsed with 0.1 M cacodylate buffer (Sigma-Aldrich, Burlington, MA, USA) and postfixed with 1% osmium tetroxide (Sigma-Aldrich, Burlington, MA, USA). The dehydration of the samples was performed in increasing ethanol concentrations (30–99%). The cells for the scanning electron microscopy (SEM) observation were incubated with increasing concentrations of acetone (30–100%), filtered through the polymer membrane, and dried in a critical point dryer (Leica, Wetzlar, Germany, EM CPD300). Next, the samples were platinum-coated using a sputter coater (Leica, Wetzlar, Germany, EM ACE200) and observed in high vacuum mode with the Everhart-Thornley Detector (ETD) on a scanning electron microscope, STEM Quanta FEG250 (FEI, Oregon, USA). For transmission electron microscopy (TEM), the cells were rinsed in propylene oxide (Acros Organic, Waltham, MA, USA) after ethanol incubation and stained with 1% uranyl acetate (Ted Pella, Redding, CA, USA) in 70% ethanol. Next, the cells were embedded in Epon resin (Sigma-Aldrich, Burlington, MA, USA) with propylene oxide and then in pure Epon resin. After polymerization (2 days in 60 °C), the samples were cut into thin sections using an ultramicrotome, and TEM images were obtained with the transmission electron microscope JEM 1400 (JEOL Co., Tokyo, Japan) at 80 kV.

### 4.5. Adhesion

The adhesion of TM3 cells was assayed by a wash assay after their staining with 4 µM Calcein AM (Thermo Fisher Scientific, Waltham, MA, USA) in DMEM/F12 medium without the sera (DMEM/F12-). After nsPEF treatment, the stained cells were centrifuged at room temperature for 5 min at 150× *g*, resuspended in DMEM/F12-, seeded into 96-well plates (100 µL, 5 × 10^4^ cells/well), and incubated at 37 °C, 5% CO_2_. After 40 and 60 min, the cells were washed twice with warm DMEM/F12- medium; during washes, the plates were vortexed for 1 min at 500× *g* on a IKA^®^ (Burlington, MA, USA) MS 3 digital shaker. Before and after washes, cell images were recorded using the Nikon Eclipse Ts2R inverted microscope with epifluorescence. Fluorescence intensity was measured with a CLARIOstar reader (BMG Labtech, Ortenberg, Germany) with the following settings: excitation, 483/14 nm; dichroic filter, 502.5 nm; emission, 530/30 nm; measurement mode, top reading; focal height, 4.7 mm; scan mode, orbital averaging; scan diameter, 4 mm; number of flashes per well, 20. The unstained cells were used as a background control. The fraction of adherent cells was calculated by dividing the blank subtracted fluorescence intensity values before and after washes. 

### 4.6. Filamentous Actin

The cells were put into 4-well chamber slides (Zell-Kontakt GmbH, Nörten-Hardenberg, Germany) covered by polylysine (10^4^ cells/well) immediately after treatment. After 10 or 240 min at 37 °C, the samples were fixed with formaldehyde (4%, 15 min), followed by 0.1% Triton X-100 in PBS (5 min), with washes in between. Then, cells were incubated with 1% BSA (20 min), stained with Alexa Fluor™ 488 Phalloidin (Invitrogen™, Waltham, MA, USA), counterstained with Hoechst (Invitrogen™, Waltham, MA, USA) according to manufacturer’s protocols, and visualized under a LSM 700 Axio Observer Z1 Zeiss confocal laser scanning microscopy (CLSM, Carl Zeiss, Oberkochen, Germany).

### 4.7. Phosphatidylserine Externalization

Alexa Fluor 488-conjugated annexin V (5 μL) and propidium iodide (PI) (5 μL) were added to 100 μL of TM3 cells in 1 × BB, at the density of 1–2 × 10^6^ cells/mL, either just before or immediately after nsPEF exposure. Sham-exposed cells were used as negative controls. The samples were analysed by the BD (NJ, USA) FACSAria™ III flow cytometer using the BD FACSDiva software version 10.0 (NJ, USA), with a minimum of 10^4^ cells per sample. The cell populations were distinguished as: living (annexin V-negative, PI-negative); apoptotic (annexin V-positive, PI-negative); late apoptotic/necrotic (annexin V-positive, PI-positive); and dead (annexin V-negative, PI-positive). The cells were gated using TM3 cells, either untreated or treated with formalin or camptothecin (350 μM); the gates were set in the green 530/30 channel for Alexa Fluor 488, and in the yellow 585/45 channel for PI. The excitation was performed with an argon laser (488 nm).

### 4.8. Mitochondrial Membrane Potential

The Mitochondria Staining Kit (Sigma-Aldrich, Burlington, MA, USA) was performed according to the manufacturer’s protocol. The cyclic polymer valinomycin, and carbonyl cyanide m-chlorophenyl hydrazine (CCCP), were used as positive controls. After excitation at 488 nm, the fluorescence emission intensity in the green 530/30 and yellow 585/15 channels were recorded with the BD (NJ, USA) FACSAria™ III using BD FACSDiva software 10.0 (NJ, USA). The ratio of yellow to green fluorescence was calculated.

### 4.9. ROS Formation

CellROX^®^ Orange Reagent, and MitoSOX™ Red Mitochondrial Superoxide Indicator (Invitrogen™, Waltham, MA, USA), at concentrations of 5 μM, were used to stain 10^4^ cells in 96-well plates and 8-well chambered coverglass. The cells were counterstained with Hoechst (Invitrogen™, Waltham, MA, USA). The stainings were performed according to manufacturer protocols. After washes with warm PBS, the fluorescence intensity was measured with a BMG Labtech (Ortenberg, Germany) CLARIOstar reader, with an excitation/emission of 545/565 nm for CellROX^®^ Orange Reagent, and 510/580 nm for MitoSOX™ Red. The cells on the coverglass were visualized under CLSM.

### 4.10. Comet Assay

The OxiSelect™ Comet Assay Kit (Cell Biolabs, San Diego, USA) was used. TM3 cells, at a density of 1 × 10^5^/mL, were washed and suspended in 10% OxiSelect™ Comet Agarose. Then, 75 μL of the suspension was pipetted into each well of the OxiSelect™ 3-Well Comet Slides. According to the manufacturer’s instructions, the slides were processed and finally electrophoresed at 1.3 V/cm for 20 min. The comets stained with ethidium bromide (20 µg/mL) were imaged using a Nikon (Tokio, Japan) Eclipse Ci-L epifluorescence microscope, and at least 70 cells per slide for each group were recorded using the Nikon DSFi1-U2 camera equipped with the Nikon NISF software. The etoposide-treated cells (350 µM, Sigma-Aldrich, Burlington, MA, USA) were used as a positive control. The DNA damage was analysed using the CaspLab^®^ software (2020, http://casplab.com, (accessed on 15 August 2021)). The percentage of DNA in the comet tail was quantified, and the tail moment was calculated as the percentage of DNA in the tail multiplied by the length of the tail. Additionally, the nuclei of the TM3 cells were classified into five categories based on the quantity of DNA in the tail [86].

### 4.11. Cell Proliferation

Cells were seeded in 96-wells plates (100 µL, 2 × 10^4^/mL) and, after 24 h of incubation in complete medium under culture conditions, the metabolic activity and DNA content of the TM3 cells were measured with PrestoBlue Cell Viability Reagent (Invitrogen™, Waltham, MA, USA) and CyQuant NF Cell Proliferation Assay (Invitrogen™, Waltham, MA, USA), respectively. The tests were performed according to the manufacturer’s protocols. Fluorescence intensity was measured with a BMG Labtech (Ortenberg, Germany) CLARIOstar reader (excitation/emission: 557/593 nm for PrestoBlue, and 485/530 nm for CyQuant assay).

### 4.12. Cell Cycle

The sham- and nsPEF-treated cells were seeded into 24-well plates with complete medium, and incubated at 37 °C, 5% CO_2_ for 4 and 24 h. After harvesting, 10^5^ cells were used to control the cell cycle progression using the Tali^®^ Cell Cycle Kit (Thermo Fisher Scientific, Waltham, MA, USA) and the Tali Image-Based Cytometer (Invitrogen™, Waltham, MA, USA). The kit was used according to the manufacturer’s protocol. The fraction of cells in each phase of the cell cycle was determined using the Tali Image-Based Cytometer Firmware ver. 2.2 software (Invitrogen™, Waltham, MA, USA).

### 4.13. Viability of Cells

Sham- and nsPEF-exposed cells were aliquoted into 24-well plates with complete medium (1 mL, 1 × 10^5^ cells/mL) immediately after treatment. The LIVE/DEAD™ Viability/Cytotoxicity Kit (Invitrogen™, Waltham, MA, USA) was used according to the manufacturer’s protocol. The cells were visualized under CLSM at 15 and 240 min after exposure. 

### 4.14. RNA Isolation

Total RNA was isolated from frozen cell pellets using the RNeasy Mini Kit (Qiagen, Hilden, Germany) (including the on-column DNase I treatment). RNA was quantified using the QuantiFluor RNA System (Promega, Madison, WI, USA) and the Quantus Fluorometer (Promega, Madison, WI, USA). RNA quality was assessed with 2100 Agilent Bioanalyzer and Agilent RNA 6000 Nano Reagent (Agilent Technologies, Santa Clara, CA, USA). The RIN (RNA integrity number) ranged from 8.9 to 10.0.

### 4.15. Microarrays

Cyanine-3 (Cy3), labelled cRNA, was prepared from 100 ng of total RNA using the Low Input Quick Amp Labelling Kit, One Color (Agilent Technologies, Santa Clara, CA, USA), followed by the RNeasy Mini Kit (Qiagen, Hilden, Germany) column purification. RNA Spike-In, One Color, was added to the total RNA as an internal control. cRNA quality and quantity were assessed using the 2100 Agilent Bioanalyzer and Agilent RNA 6000 Nano Reagent (Agilent Technologies, Santa Clara, CA, USA). An amount of 600 ng of Cy3-labeled cRNA was processed following the manufacturer’s protocol, hybridized to Sure Print G3 Mouse Gene Expression v2 8 × 60 K microarrays (G4852B, Agilent Technologies, Santa Clara, CA, USA), and scanned with a SureScan Microarray Scanner. Scanned images were analysed with the Feature Extraction Software 12.0, using default parameters (protocol: GE1_1200_Jun14, grid: 074809_D_F_20190110) to obtain the background-subtracted and detrended Processed Signal intensities. The final data have been deposited in the NCBI’s Gene Expression Omnibus [87] and are accessible through GEO Series accession number GSE155355 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155355 (accessed on 2 June 2021)). Microarray data were preprocessed with GeneSpring 14.9 (Agilent Technologies, Santa Clara, CA, USA), normalized by a percentile shift (75th percentile), and the baseline was set to the median of all samples. Differential gene expression analysis for the genes detected in at least two out of four biological replicates in any condition was performed in the GeneSpring using a two-way ANOVA with interaction, and Benjamini–Hochberg FDR multiple testing correction. Genes with *p* < 0.05 were reported. Subsequently, unsupervised hierarchical clustering was performed for all ANOVA results and the biological replicates with the following settings: similarity measure, Euclidean; linkage rule, Ward’s. Gene Ontology statistical overrepresentation tests were performed for clusters of genes with a similar expression pattern using PANTHER v. 16 (2021, http://pantherdb.org/ (accessed on 27 May 2021)) [88]. Fisher’s exact test and a correction based on the false discovery rate calculation were applied. Preprocessed microarray data were also used for gene set enrichment analysis with GSEA software [89,90] and gene sets from the Molecular Signatures Database (2020, https://www.gsea-msigdb.org/gsea/msigdb/index.jsp (accessed on 27 May 2021)) [91]: H collection—hallmark gene sets [92]; and C5 collection—Gene Ontology gene sets. The settings were as follows: probes for the same gene were collapsed; the statistical significance was determined with gene set permutation (no. of permutations: 1000), and the gene set size was 15-500 for H, and 50-500 for the C5 collection. The false discovery rate (FDR) cut-off was set at 0.05.

### 4.16. Quantitative Reverse Transcription Polymerase Chain Reaction (QRT-PCR)

To remove all traces of genomic DNA before QRT-PCR, 1 µg of total RNA was treated with TURBO DNase (TURBO DNA-free kit, Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C for 30 min. RNA concentration was measured with the QuantiFluor RNA System (Promega, Madison, WI, USA) and Quantus Fluorometer (Promega, Madison, WI, USA) after DNA removal. 10 ng of total RNA was used for one-step QRT-PCR with Brilliant III Ultra-Fast SYBR Green QRT-PCR Master Mix (Agilent Technologies, Santa Clara, CA, USA), and 300 nM of gene-specific forward and reverse primers. QRT-PCR was performed using the Agilent (Aligent Technologes, Santa Clara, CA, USA) Aria Mx instrument with the following steps: reverse transcription (10 min at 50 °C); hot start (3 min at 95 °C); amplification (5 s at 95 °C, and 10 s at 60 °C, 40 cycles); melt curve (30 s at 95 °C, 30 s at 60 °C, 30 s at 95 °C, resolution 0.5 °C, soak time 5 s). Each sample was run in duplicate. Primer pairs were selected among experimentally validated primers from PrimerBank (2018-2019, https://pga.mgh.harvard.edu/primerbank/ (accessed on 14.12.2020)) [93,94]; PrimerBank IDs were: 31981890a1 (*B2m*, NM_009735); 7106439a1 (*Tubb5*, NM_011655); 6753894a1 (*Fos*, NM_010234); and 30520225a1 (*Zfp750*, NM_178763). Primers were synthesized by the DNA Sequencing and Oligonucleotides Synthesis service (http://www.oligo.pl/ (accessed on15.12.2020)). Relative gene expression was calculated with the ΔΔCq method [95] and shown as log2 values. The geometric mean of *B2m* and *Tubb5* expression was used as a normalization factor [96].

### 4.17. Statistical Analysis

The Kolmogorov–Smirnov test was used to compare distributions between populations; the test results were calculated using the Quest Graph™ Kolmogorov–Smirnov (K-S) Test Calculator (2020, AAT Bioquest Inc., Sunnyvale, CA, USA, https://www.aatbio.com/tools/kolmogorov-smirnov-k-s-test-calculator (accessed on 12 January 2021)). The Student’s t-test and nonparametric Mann–Whitney U test were used to compare two sets of measurements; these data were analysed with the Statistica version 13 (TIBCO Software Inc., Palo Alto, CA, USA). Fitting the size of the cells to a Gaussian distribution was done with the same software. At least three replications were processed in each experiment. Details on the number of experiments, and the biological and technical replications, are provided under the figures presenting the results. A chi-square test was applied to compare the proportions of cells in a given cell cycle phase between sham- and nsPEF-exposed cells. Calculations were performed using a chi-square calculator, retrieved from https://www.socscistatistics.com/tests/chisquare2/default2.aspx (accessed on 12 January 2021) (2020). In all statistical tests, the significance level (α) was set to 0.05. The obtained p values are given in the text or in the Figure legends. The description of the microarray data statistical analyses is provided in 1.15. Microarrays section of Methods.

## 5. Conclusions

This study aimed to evaluate the utility of nanosecond pulsed electric field (nsPEF) for the electroporation of testosterone-producing Leydig cells for medical applications in reproductive biology. Two conditions should be met when applying this technique for the successful electrotransfer of therapeutic molecules into cells: transient permeabilization of the plasma membrane, and a minimal detrimental effect on cell viability and metabolism. 

The formation of nsPEF-induced pores was assessed in this study by monitoring the flow of the membrane-impermeable molecules through the cell membrane with many different techniques. Considering the results, we can conclude that the exposure of Leydig TM3 cells to nanosecond electric field pulses, with an intensity of 14 kV/cm and a duration of 60 ns, is an effective tool for forming pores in these cells. Moreover, our results point to a rapid sealing of the pores, indicating the transient effect of nsPEF on TM3 membrane permeability.

To detect possible cellular stressors after exposure to nsPEF, we included a range of analyses from observations of the morphology by assessing the physiological processes and DNA damage to transcriptome analysis in TM3 cells. Temperature measurements during the exposure allowed us to conclude that the thermal effect of nsPEF at the conditions used was negligible. Despite that, we observed cell swelling, the loss of microvilli from the cell surface, diminished adhesion, signs of apoptosis and necrosis, reduced mitochondrial membrane potential and superoxide production in mitochondria, DNA damage, and cell cycle disturbances immediately after applying the nanosecond pulsed electric field. It was accompanied by subtle changes in the gene expression, detected at the levels of functionally or spatially connected gene sets (e.g., oxidative phosphorylation gene set, proteins located in the cell membrane) rather than individual genes. However, these changes did not alter TM3 cells in a permanent way, as indicated by their viability at the later time points, which was comparable to the sham-treated control. Moreover, the response of TM3 cells to nsPEF exposure was heterogeneous. We observed most of the abovementioned changes only in a subpopulation of treated cells. This allows for presuming that no harmful unrepairable molecular events occur in the electroporated Leydig TM3 cells. We can also conclude that cellular processes after nsPEF treatment, at various time points, should be monitored in future studies, especially when the observed changes are short-lived or undergo rapid remission.

We also hypothesized that certain features of the morphology and physiology of the TM3 cells influenced their specific sensitivity to nsPEF. The critical features of TM3 cells, which remained viable after nsPEF treatment, could be microvilli on their surface and the cell population’s observable heterogeneity in response to the pulsed electric field. Future studies could test these assumptions on a more homogenous TM3 cell population (e.g., synchronized). The detection of specific proteins involved in membrane permeabilization and the repair processes, cell cycle progression, and DNA repair, after nsPEF exposure, should enrich further research. Such studies would undoubtedly clarify the observed phenomenon of repairing damage caused by nsPEF in TM3 cells.

In summary, our research focused on the effects of the nanosecond pulsed electric field alone, without the thermal component. This approach allowed us to test the potential applicability of the tested nsPEF parameters to transiently permeabilize the cell membrane with the least possible impact on cell homeostasis. The established exposure parameters of the TM3 Leydig cells can be used for further studies on reversible electroporation, and for the potential application of this method to targeted therapy, such as small RNA electrotransfer. In future research using specific small RNAs, one should verify whether the electroporation parameters used here ensure the sufficient effectiveness of the given therapy.

## Figures and Tables

**Figure 1:**
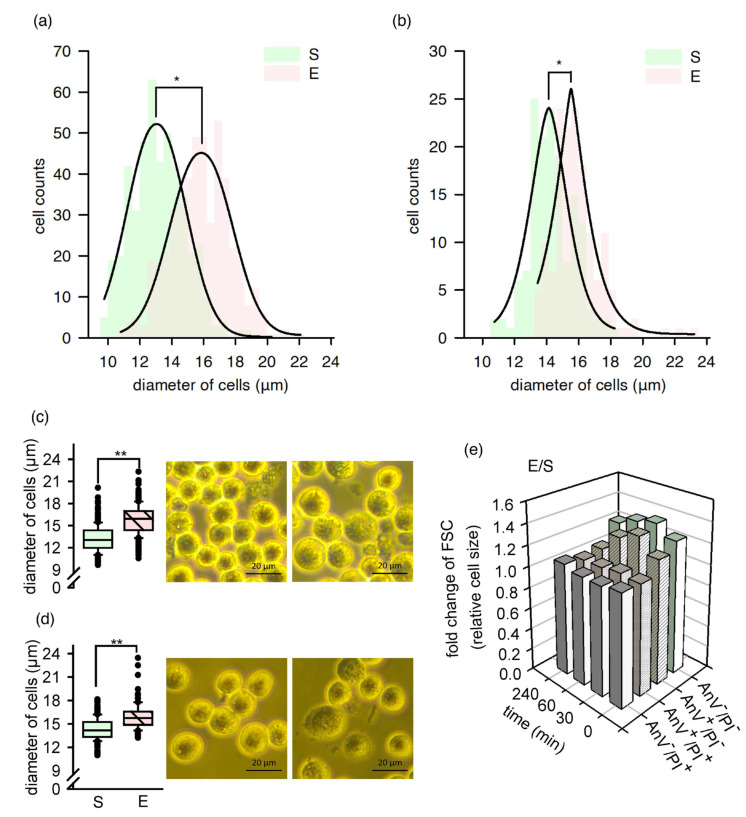
The increase in the size of the TM3 cells due to nsPEF treatment. S: sham-exposed cells. E: nsPEF-exposed cells. (**a**) Cell diameter distribution within the samples S and E in three independent experiments, with a total of 450 cells scored for each type of sample. The data were collected 5 min after the treatment. (**b**) Cell diameter distribution within the samples S and E in one independent experiment, with 150 cells scored for each sample. The data were collected 240 min after the treatment. (**a**,**b**) The solid line shows the Gaussian regression for the given data. (**c**,**d**) The cells’ diameter in samples S and E displayed as box plots (a median value, box: 25th and 75th percentiles (bottom and top of the boxes). Whiskers: 5th and 95th percentiles) together with the corresponding images of cells recorded using the inverted optical microscope. The data corresponds to plots (**a**,**b**), respectively. (**e**) The fold change of forward scatter (FSC) (relative size) of nsPEF-exposed cells after the Annexin V-Alexa Fluor 488 and propidium iodide staining compared to the sham-exposed cells stained as above. The FSC signals were recorded at 0, 30, 60, and 240 min after nsPEF exposure with flow cytometry. The independent experiments were performed five (at 0 min), three (at 30 min), and two (at 60 and 240 min) times. Standard deviations for the values in the graph have been presented separately (Table S1) to ensure data legibility. The asterisk represents the significant difference: * *p* < 0.0001 in the Kolmogorov–Smirnov test, and ** *p* < 0.001 in the Student’s *t*-test, between the sham and exposed samples.

**Figure 2:**
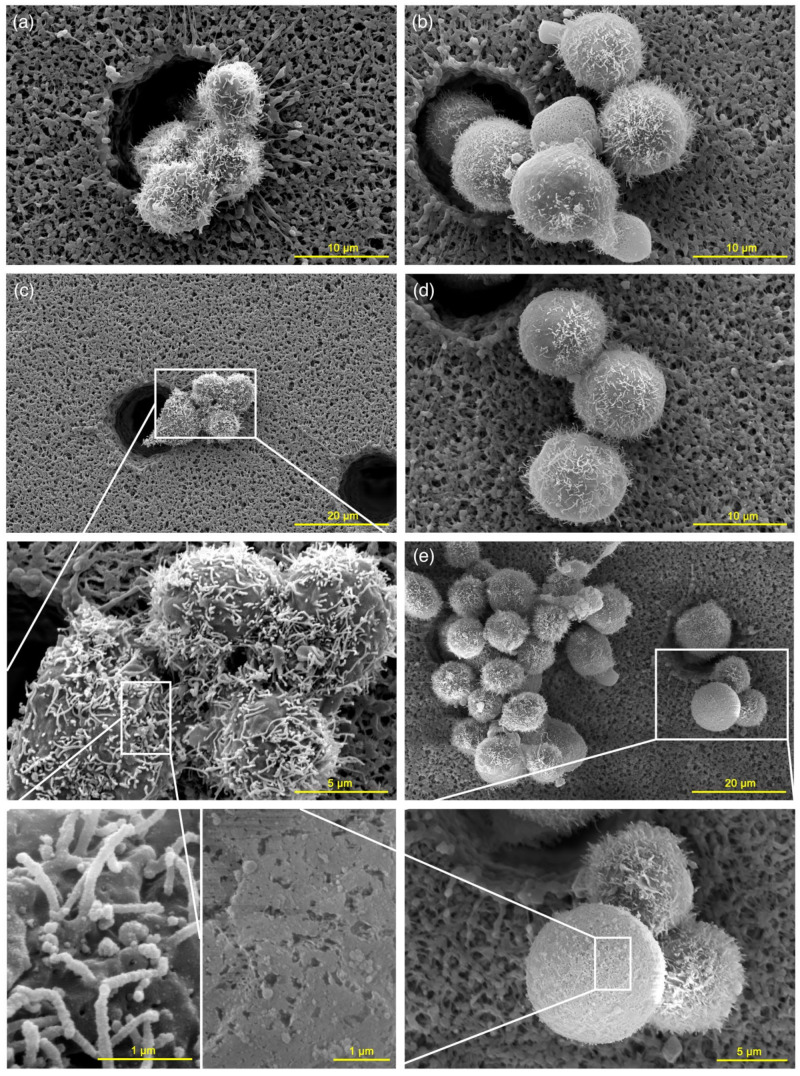
Cell morphology. SEM images. The cells were filtered through the polymer membrane and fixed with paraformaldehyde immediately after nsPEF exposure. (**a**,**c**) Sham samples. Morphology of TM3 cells in control samples with a folded cell membrane and numerous microvilli on the surface. (**b**,**d**,**e**) nsPEF-exposed cells. An increase in the diameter of cells, loss of microvilli, areas of roughness, and plasma membrane blebbing can be observed.

**Figure 3:**
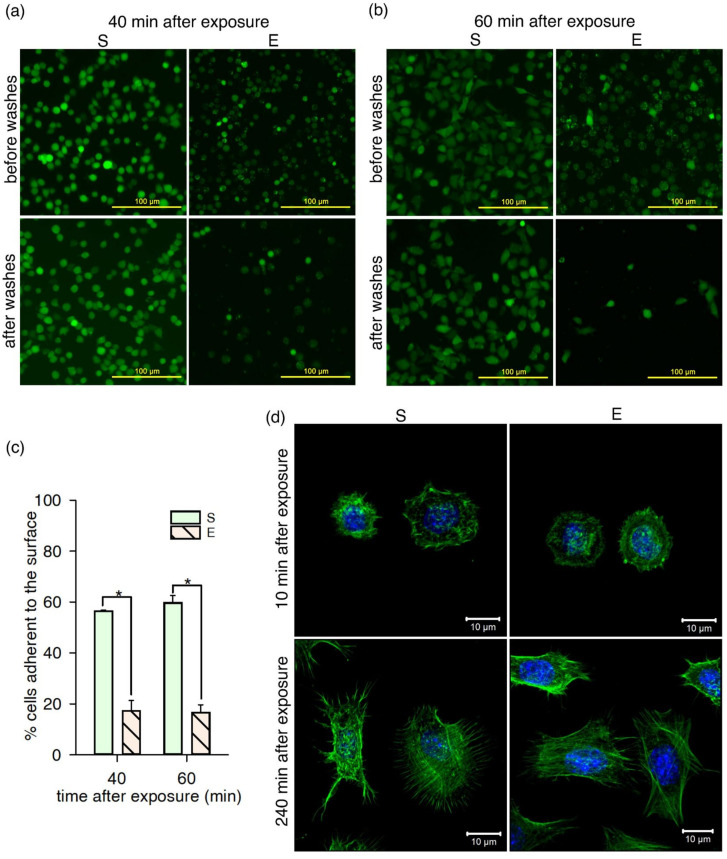
Adhesion and actin cytoskeleton of TM3 cells. S: sham-exposed cells. E: nsPEF-exposed cells. (**a**,**b**) Wash assay: TM3 cells were stained with calcein-AM before nsPEF exposure, seeded on the plastic surface, and visualized by epifluorescence microscopy before and after washes. The wash assay was carried out at 40 (**a**) and 60 min (**b**) after nsPEF exposure. Healthy intact cells were observed without the exposure (S samples, left panels), and two populations were visible after nsPEF exposure (E samples, right panels): cells with high calcein fluorescence intensity that attached to the surface, and cells with a diminished calcein staining that were mostly washed out. The yellow bar represents 100 μm. (**c**) Differences in cell attachment between sham- and nsPEF-exposed samples were detected in the wash assay at 40 min and 60 min after treatment. The bars represent the percentage of cells that adhered to the surface (mean value ± SD of three biological replicates, each in three technical repetitions). Asterisk represents the significant difference between the fractions of cells adhering to the surface in sham- and nsPEF-exposed samples at 40 and 60 min (* *p* < 0.001, Student’s *t*-test). (**d**) Actin cytoskeleton stained with phalloidin-Alexa Fluor 488 (green), and the nucleus stained with Hoechst (blue). The cells were fixed after 10 min (upper row), and 240 min (lower row), post-treatment, and visualized under CLSM. The white bar represents 10 µm.

**Figure 4:**
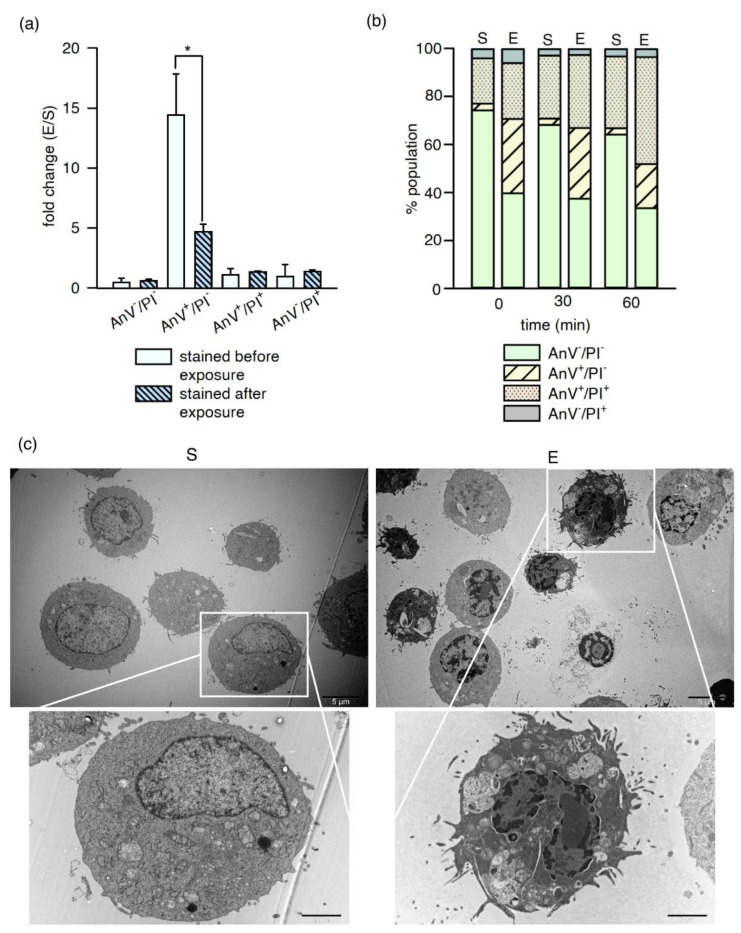
The presence of phosphatidylserine and other apoptosis-related changes in TM3 cells. S: sham-exposed cells. E: nsPEF-exposed cells. (**a**) The presence of phosphatidylserine on the membrane’s outer leaflet of cells stained with AnnexinV-Alexa Fluor 488 (AnV) and propidium iodide (PI) before the treatment with nsPEF, and immediately after treatment. Four populations of TM3 cells were distinguished by flow cytometry, and 10,000 events were recorded for each sample. The results are expressed as fold changes relative to sham-exposed samples. The bars represent median value and the 75th percentile of five (cells stained before exposure), or four (cells stained after exposure), independent experiments, with three biological repetitions per condition; the difference was significant (Student’s *t*-test (* *p* < 0.05)) for AnV^+^/PI^-^ cells. (**b**) The phosphatidylserine’s externalization at the surface of cells stained before the nsPEF treatment, as described above; the percentage of cell populations in the samples S and E during 60 min post-exposure. The mean value of five (at 0 min), three (at 30 min), or two (at 60 min) independent experiments, with three biological repetitions per condition. (**c**) TEM images of sham- and nsPEF-exposed TM3 cells. Healthy cells with intact plasma and nuclear membranes predominate in sham-exposed control samples (left column). Numerous cells with morphological signs of apoptosis, such as nuclear membrane damage, chromatin condensation, and irregular cell outline, can be observed after nsPEF treatment (right column). The black bar represents 5 and 2 µm, respectively.

**Figure 5:**
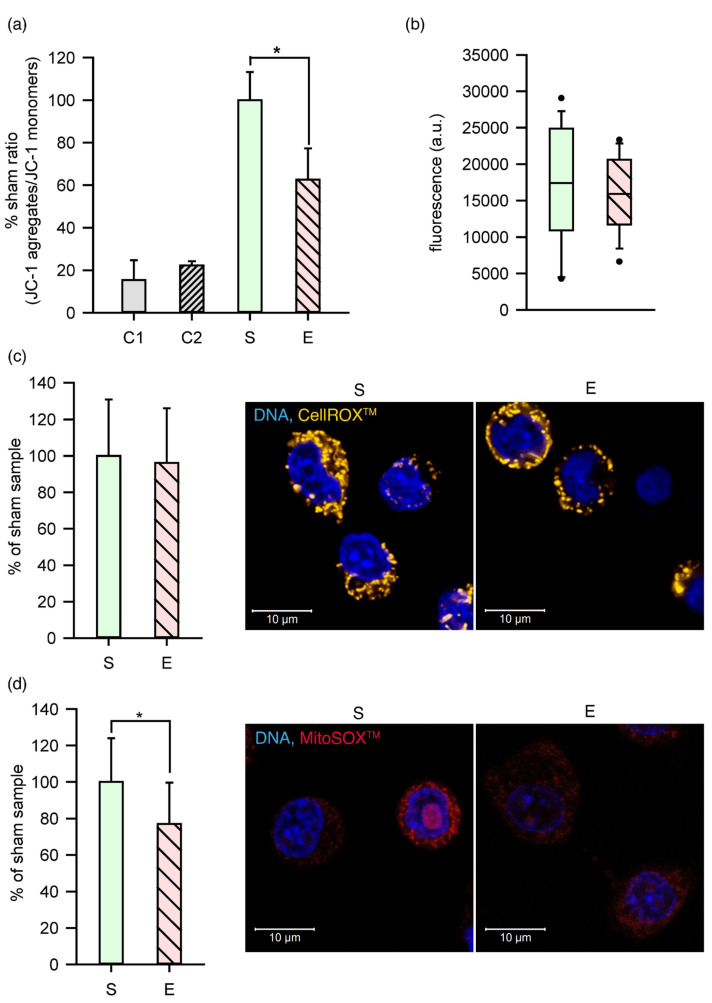
Redox balance, metabolic activity, and reactive oxygen species production in TM3 cells. S: sham-exposed cells. E: nsPEF-exposed cells. (**a**) The mitochondrial membrane potential was assayed with a JC-1 probe and recorded with flow cytometry. C1: positive control with valinomycin. C2: positive control with CCCP. Each bar shows the mean (±SD) of four independent experiments, with at least two biological repetitions. (**b**) TM3 metabolic activity measured with a PrestoBlue^®^ assay. The boxes show the median value of four independent experiments, with at least three biological and six technical repetitions per condition for each experiment (*n* = 68). The 25th and 75th percentiles are indicated by the bottoms and tops of the boxes, respectively. Whiskers: 5th and 95th percentiles. (**c**) Left: Formation of reactive oxygen species determined with the CellROX™ Orange Reagent, presented as a percentage of the average fluorescence values for S samples (±SD). Right: Images of cells under CLSM, the orange fluorescent signals are specific for reactive oxygen species detection, blue signals are from Hoechst-stained cells’ nuclei. (**d**) Left: Superoxide production by mitochondria measured with the MitoSOX™ Red Mitochondrial Superoxide, presented as a percentage of the average fluorescence values for S samples (±SD). Right: The arrangement of oxidized MitoSOX™ Red in the cells (red) and nuclei stained with Hoechst (blue). Asterisks represent the significant difference (* *p* < 0.005; the Student’s *t*-test) between the samples S and E. The white bar represents 10 µm.

**Figure 6:**
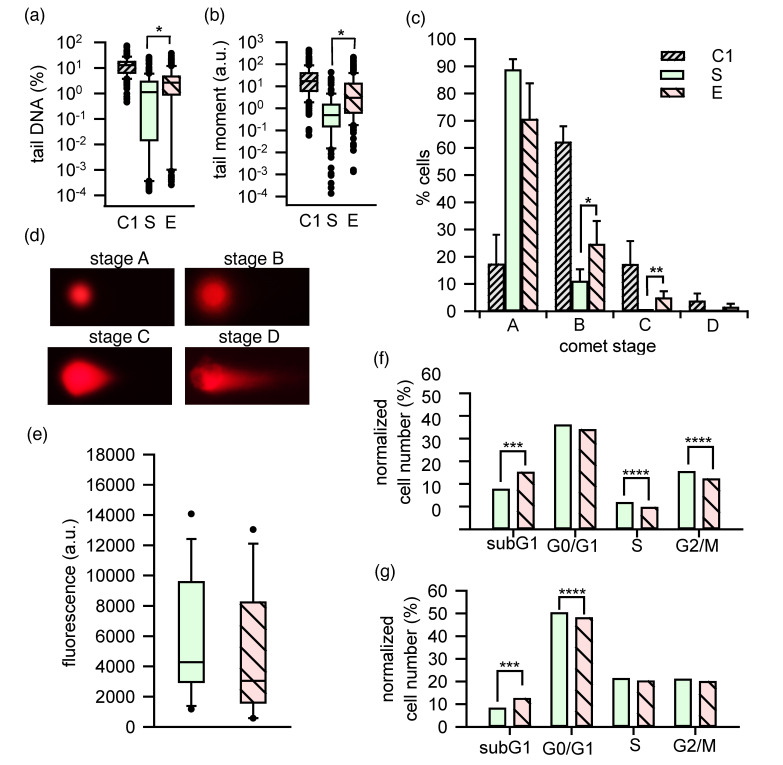
Synthesis and damage of DNA in TM3 cells. S: sham-exposed cells. E: nsPEF-exposed cells. (**a**–**d**) The extent of DNA damage was evaluated 30 min after exposure by the neutral comet assay and expressed as (**a**) tail DNA or (**b**) tail moment. C1: the cells treated with 350 µM etoposide for 24 h, positive control. Each box shows the median value (the horizontal line within a box) of four independent experiments. The 25th and 75th percentiles are indicated by the bottom and top of the boxes, respectively. Whiskers: 5th and 95th percentiles. A significant difference between sham- and nsPEF-exposed cells was determined with the nonparametric Mann–Whitney U test (* *p* < 0.001). (**c**) The percentages of cells in comet stage categories. Each bar shows the mean (±SD) of four independent experiments. Asterisks represent the significance level (* *p* < 0.001, ** *p* < 0.05, Student’s t-test) of the difference between the sham and exposed samples. (**d**) Photomicrographs of four comet stages (A–D) corresponding to nuclear DNA content in the tail observed under an epifluorescence microscope with 20 × objective lens magnification. (**e**) Synthesis of DNA by TM3 cells assessed with the CyQuant^®^ assay 24 h after exposure. The boxes show the median value of four independent experiments, with three biological replicates per condition. The 25th and 75th percentiles are indicated by the bottom and top of the boxes, respectively. Whiskers: 5th and 95th percentiles. (**f**–**g**) The cell cycle phases at 4 h (f) and 24 h. (**g**) After sham and nsPEF exposure of TM3 cells. Asterisks represent the significance level (*** *p* < 0.00001, **** *p* < 0.005, chi-square test) of the differences between the sham and exposed samples.

**Figure 7:**
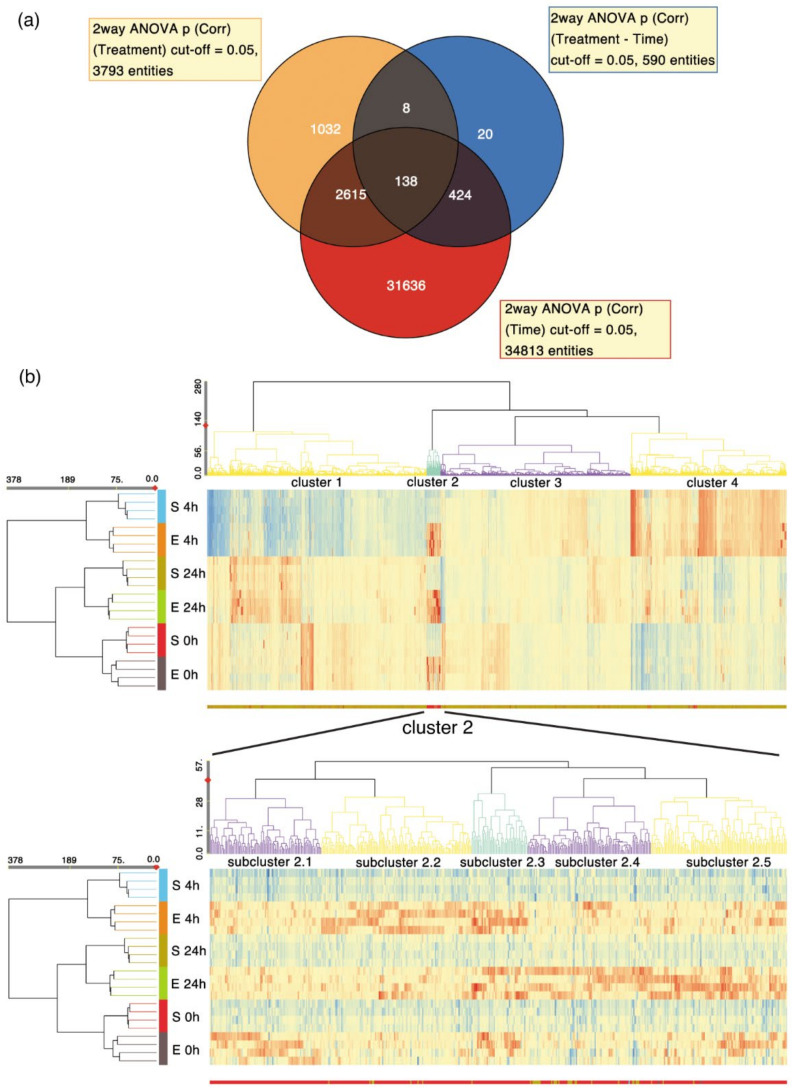
Transcriptome analysis of TM3 cells. S: sham-exposed cells. E: nsPEF-exposed cells. (**a**) Venn diagram for groups of differentially expressed genes identified by a two-way ANOVA with interaction (independent variables: treatment and time; *p* < 0.05). Orange circle: treatment-dependent differentially expressed genes. Red circle: time-dependent differentially expressed genes. Blue circle: treatment- and time-dependent differentially expressed genes. (**b**) Upper panel: unsupervised hierarchical clustering performed for all differentially expressed genes identified by ANOVA. Red colour indicates a relatively higher gene expression, and the blue, a relatively lower gene expression. Clustering on genes and conditions. Similarity measure: Euclidean. Linkage rule: Ward’s. Four main gene clusters are indicated in different colours. Lower panel: close-up of cluster 2 showing five subclusters of genes with a higher expression in nsPEF-exposed samples.

**Figure 8:**
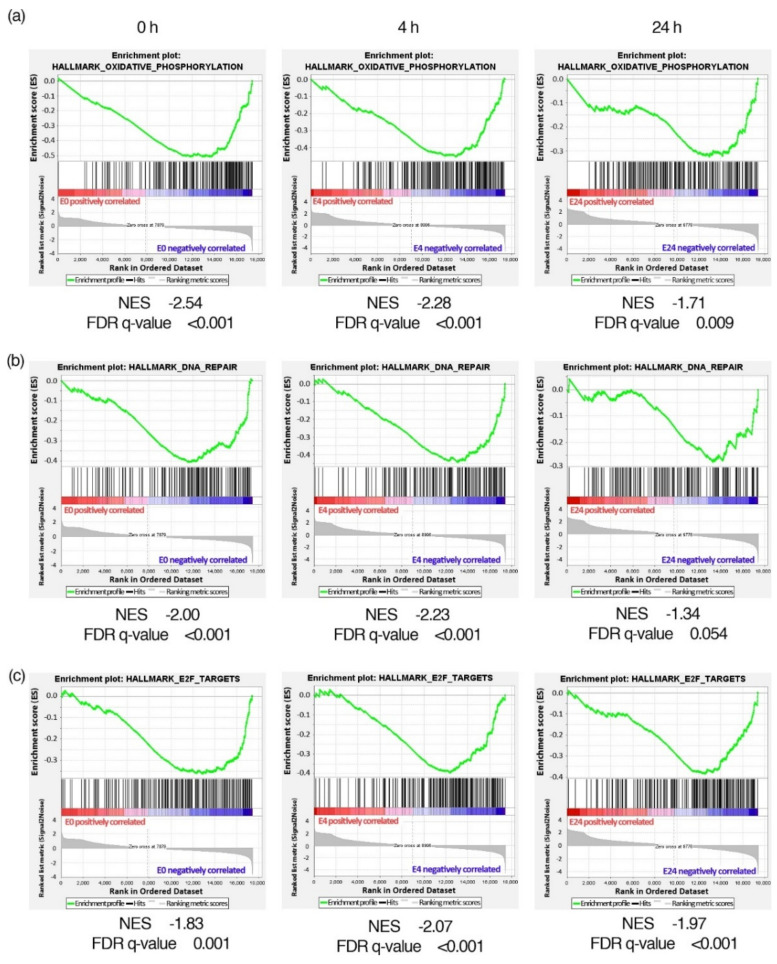
Gene set enrichment analysis for TM3 cells. E0: nsPEF-exposed cells, time 0 h; E4: nsPEF-exposed cells, time 4 h; E24: nsPEF-exposed cells, time 24 h. The most negatively enriched hallmark gene sets identified in the gene set enrichment analysis comparing nsPEF-exposed and sham samples at 0 h (left), 4 h (centre), and 24 h (right) time points. Normalised enrichment scores (NES) and false discovery rate (FDR) q-values are shown below the plots. (**a**) Hallmark: oxidative phosphorylation; genes encoding proteins involved in oxidative phosphorylation. (**b**) Hallmark: DNA repair; genes involved in DNA repair. (**c**) Hallmark: E2F targets; genes encoding cell-cycle-related targets of E2F transcription factors.

## Data Availability

The microarray data are deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE155355 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155355) (accessed on 2 June 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222011236/s1.

# Supplementary material for: Nanosecond Pulsed Electric Field Only Transiently Affects the Cellular and Molecular Processes of Leydig Cells
**Source:** Int J Mol Sci. 2021 Oct 18;22(20):11236. doi: 10.3390/ijms222011236
**Supplement:** Supplementary file 1

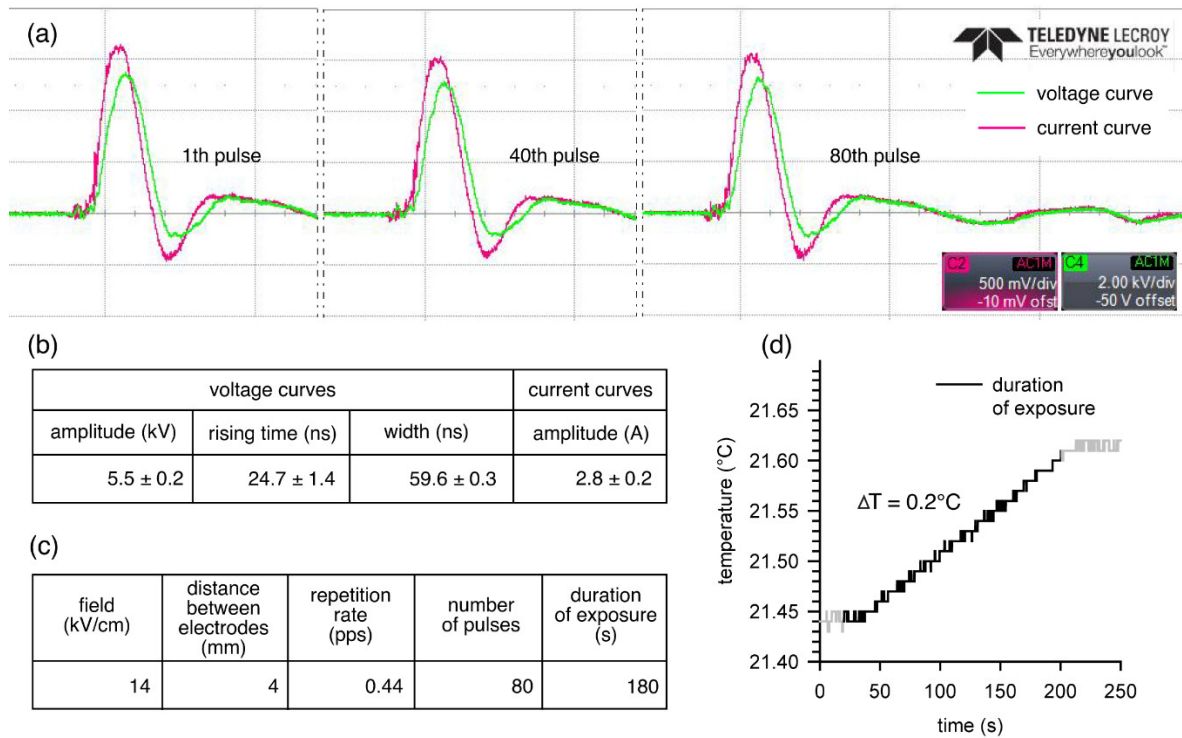

**Figure S1.** Parameters of the exposure to nsPEF. (a) Voltage and current waveforms simultaneously measured under exposure conditions. (b) Electric parameters of pulses measured under exposure conditions ( $\pm$ SD,  $n = 80$  measurements) demonstrating no significant distortion in shapes and amplitudes. (c) Parameters of exposure. (d) Temperature effect control. No significant change in temperature throughout the exposure cycle.

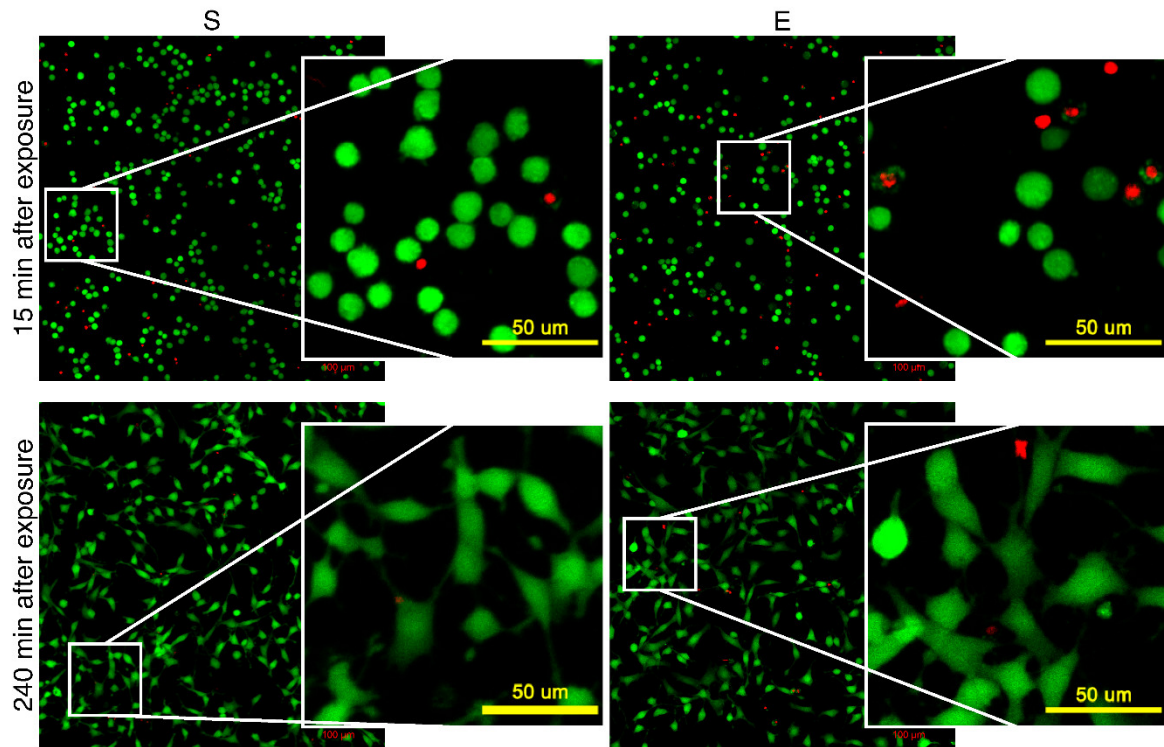

**Figure S2.** LIVE/DEAD™ Viability/Cytotoxicity Kit. S – sham-exposed cells, E – nsPEF-exposed cells. Images of TM3 cells stained using LIVE/DEAD™ Viability/Cytotoxicity Kit. The live cells with intact plasma membrane are green; the red colour of cells indicates the loss of integrity of the cell membrane. Images were taken 15 min (upper row) and 240 min (lower row) after nsPEF exposure. The adhesion of TM3 cells to the well's surface and typical morphology of adherent cells can be observed after 240 min of incubation.

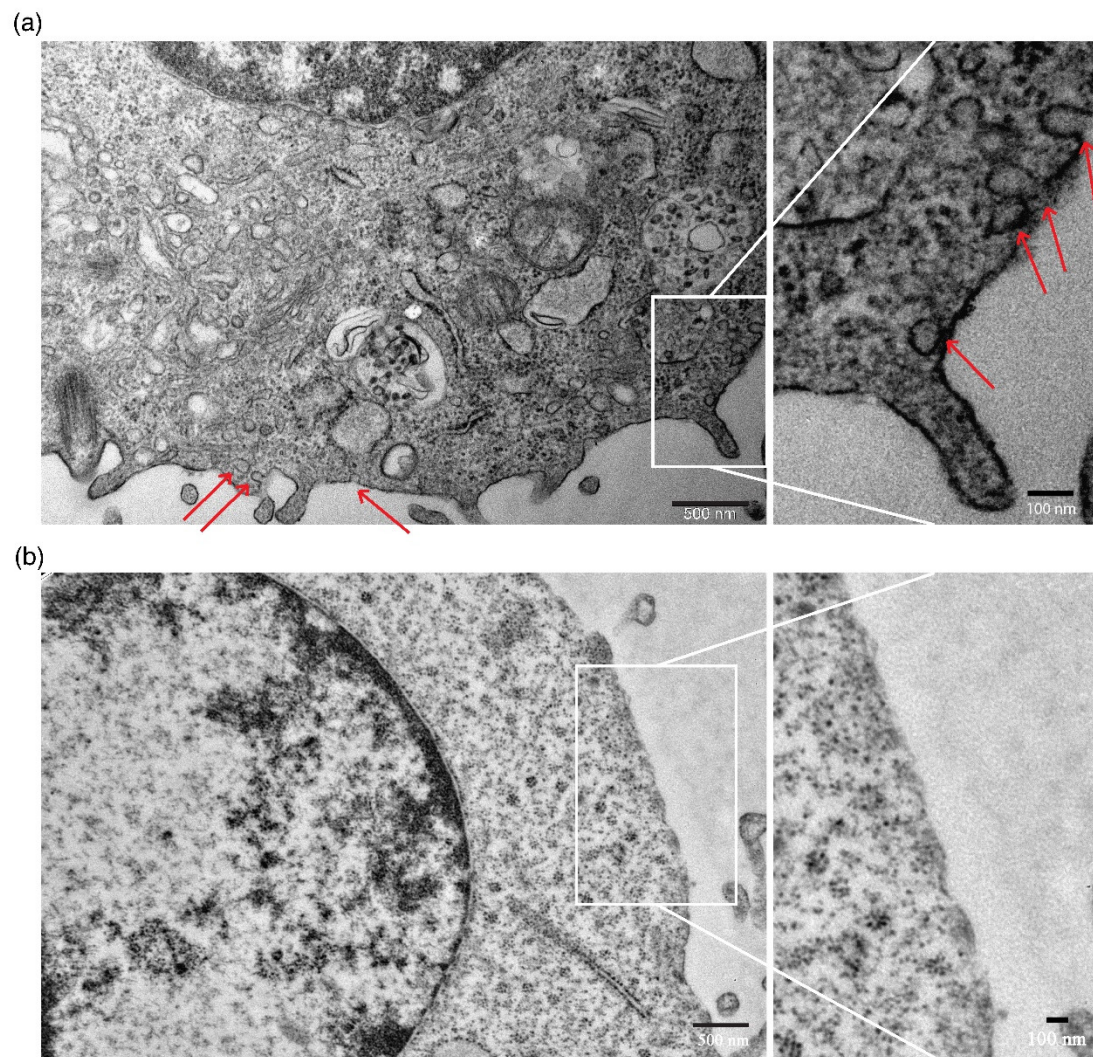

**Figure S3.** Structures of the cytoplasmic membrane - caveolae (red arrows) and microvilli, observed on surface TM3 cells. **(a)** Sham control. **(b)** nsPEF-exposed cells. A reduction in the number of microvilli and lack of caveolae were observed. The black bar represents 500 and 100 nm, respectively.

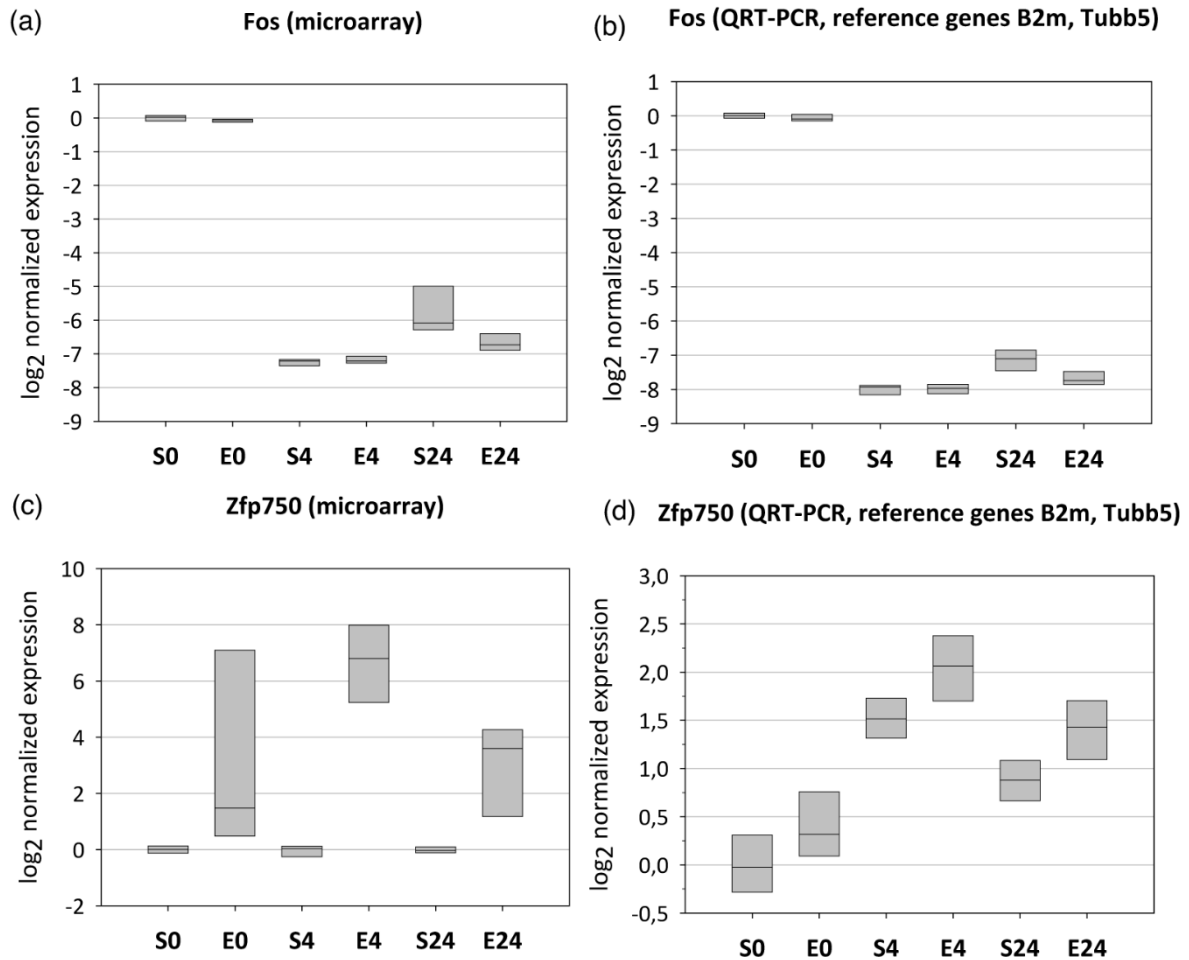

**Figure S4.** Confirmation of microarray results with QRT-PCR. S0 – sham-exposed cells, time 0 h; E0 – nsPEF-exposed cells, time 0 h; S4 – sham-exposed cells, time 4 h; E4 – nsPEF-exposed cells, time 4 h; S24 – sham-exposed cells, time 24 h; E24 – nsPEF-exposed cells, time 24 h. Changes in the expression of *Fos* (a,b) and *Zfp750* (c,d) in nsPEF-exposed and sham-treated TM3 cells at 0 h, 4 h or 24 h after exposure. (a, c) Gene expression was determined using microarrays. (b,d) Gene expression was determined using one step QRT-PCR with gene-specific primers (4 biological replicates for each condition). Results were calculated using  $\Delta\Delta C_q$  method and presented as log<sub>2</sub> of relative gene expression. *B2m* and *Tubb5* were selected as endogenous controls based on their stable expression across samples. The geometric mean of the endogenous control gene expression was used as a normalization factor.

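For B2m (NM_009735) the group means of the log2 signal lay between 5.11 and 5.51, and the differences between nsPEF and sham were 0.031, -0.0096 and -0.23 at 0, 4 and 24 h (SE 0.12, adjusted p = 0.982, 0.973 and 0.278 from limma). From 0 h to 24 h B2m fell by 0.40 in nsPEF (adjusted p = 0.0145) and by 0.13 in sham (adjusted p = 0.429). For Tubb5 (NM_011655) the differences between nsPEF and sham were -0.050, 0.11 and 0.12 (SE 0.075, adjusted p = 0.923, 0.408 and 0.370), and from 0 h to 4 h it fell by 0.20 in sham (adjusted p = 0.0306). In the alternatives Tubb5 was called for nsPEF against sham under scaling on the spike-in RNA only, with 0.29 at 4 h (adjusted p = 0.0278) and 0.15 over all time points (adjusted p = 0.0440).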

How the deposited data were processed for this re-analysis (not part of the article)

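Gene expression was measured in TM3 cells after sham treatment or nsPEF exposure at 0, 4 and 24 h, with 4 biological replicates in each of the 6 groups, on 24 one-colour Agilent arrays for the mouse. The authors labelled the RNA with Cy3, added spike-in RNA of known amounts, hybridized the samples, scanned the arrays and read them with the scanner maker's Feature Extraction software. In the deposited scanner text, per the file headers and the paper's methods, each spot has a median intensity, a local background intensity and a processed signal intensity in arbitrary units, from which the software had subtracted the background, which it had detrended and which the authors had not scaled between arrays. The deposited table of the whole series holds log2 values, which the authors made with GeneSpring by a shift to the 75th percentile and the subtraction of a median baseline for each probe, and it has 56745 lines. All of its columns were paired with their arrays, with 0 left over. The scanner intensities were the starting point here and the deposited log2 values were used as an alternative.
The 59305 spots other than controls were reduced to 56605 probes by the mean of the spots that the software had not marked as not uniform or as deviating from replicate spots. Saturated spots numbered 0. Values were brought to the log2 scale and the 75th percentile of each array over all of these probes was subtracted. As in the paper's methods, a probe was tested where it was called well above background on at least 2 of the 4 arrays of any group, which gave 37687 probes. With limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for reading), a mean for each of the 6 groups was fitted to all 24 arrays, and contrasts for time, treatment, their interaction and nsPEF against sham at each time point were tested with limma's moderated statistics. P values were adjusted by the Benjamini-Hochberg method over all tested probes with a threshold of 0.05. The paper's methods name a two-way analysis of variance with interaction at the same threshold, and this was run as an alternative. Probes with a treatment effect of at least 1 on the log2 scale were called raised. The exact permutation tests given for single values are two-sided.
Distances between arrays were Euclidean and clusters were made by Ward's method, as in the paper, over the 29767 dependent probes without a missing value. Gene sets were made by gene symbol for the processes that the paper names, since the collections that the paper used are not used here, and they were fixed before the data were examined, as were the tests, the alternatives and the named genes described in the next paragraph. The 16843 genes with a symbol entered camera of limma with its preset correlation of 0.01, each by the probe with the highest mean, and 16096 of them were measured on all arrays without a marked spot. Fry of limma, camera with an estimated correlation, fgsea 1.28.0 on signal-to-noise ranks and 10000 lists matched on mean signal in 50 classes were run beside it. A set is called higher or lower by the direction of camera's test, and its size is the median difference relative to the other genes. Its higher and lower genes are counted by the sign of their own difference, not relative to the other genes.
Genes are named in the text by a rule. They are every gene that the paper names for its arrays, with every probe of each, and the 5 probes with a gene symbol that rose most and the 5 that fell most from 0 h to 4 h in sham, from 0 h to 24 h in sham, and between nsPEF and sham over all time points with the same sign at each. A fold against a group in which a probe was not well above background on any array is given as a lower bound, with that group's values set to at least the lowest signal of a probe well above background on the same array. No fold is given where both groups were below background or the bound was under 1.
The median signal over background and the number of arrays limit the precision. The share of probes well above background is given for each group with the description of the arrays. The procedure was tested on simulated data in which known probes and gene sets were changed. Of 200 simulated probes with a time effect 157 were recovered with 17 false calls, 0 of 200 unchanged sets were called by camera (in the real arrays regrouped at random within the time points the median number of gene set effects was 9), and a set of 100 genes shifted by -0.2 had a p of 7.5e-36.
The alternatives were quantile normalization, scaling on the 211 spike-in spots of 7 probes, a 75th percentile over the probes detected on all arrays, normexp background correction with an offset of 50 on the median intensity, a floor at the background, no filter or a filter of all 4 arrays of a group, saturated spots left out, marked spots kept, a plain two-way analysis of variance, 1 value per gene symbol or the mean of a gene's probes, the deposited log2 values, a replicate block, array quality weights, only the 8 arrays of a time point, sets from Reactome, and leaving out each replicate number and each array. Chosen after the data were seen were a fit of the middle rows of spots only, values centred by the row of the spot and the signal in 24 rows and 5 classes of signal, and fgsea over all probes without a filter. The first 1229 of the 19653 genes of Table S2 were at hand and were used for the paper's fold changes only. QRT-PCR, PANTHER classes and the paper's other assays were left out because they are not among the values analysed here. Some results for items named in the paper are not reported here.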

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

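In this part the splits of the arrays for the interaction probes, the test of handling for the immediate-early genes and the values centred by array row and signal were chosen only after the result was seen; the other tests were written down first. The values under other scalings of the lists in the last 3 paragraphs were also computed after the results were seen.

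In 12 of 104 groups of 4 arrays 1 array lay far from the other 3, where chance gives about 1 in 20 groups, or 5.2. The 75th percentile of the intensity was 787 on sham replicate 4 of 4 h and between 455 and 473 on the others. The median background intensity of replicate 4 was 20 against 19 in sham at 0 h, 22 against 21 in sham at 4 h, 21 against 22 in nsPEF at 4 h and 18 against 19 in nsPEF at 24 h, differences of 1 unit between values that are otherwise equal. Relative to the 75th percentile, Tubb5 stood at 6.81 on sham replicate 4 of 4 h (others 7.06 to 7.07), B2m at 5.07 on sham replicate 4 of 24 h (5.42 to 5.44) and Egr1 at 5.49 on sham replicate 4 of 0 h (5.59 to 5.61). A probe of Cav1 stood at -0.30 on sham replicate 3 of 0 h (-0.18 to -0.17). Cacng5 stood at -4.81 on nsPEF replicate 4 of 24 h (-7.14 to -6.84). The brightness of 1 array is removed by the shift to its 75th percentile. The level of Cacng5 is near the background, and its probe lies in row 4 of the spots, in the region that held 59.6% of the nsPEF-raised probes, so a local difference in background may be behind it. Why the other values differ was not tested, and no biological explanation was tested.

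The difference between nsPEF and sham differed between time points by a test of the interaction for 10 set comparisons. Between 0 h and 4 h it changed by 0.071 for oxidative phosphorylation, -0.059 for DNA repair, -0.038 for E2F targets, -0.056 for G2/M and mitotic spindle, 0.33 for olfactory receptors and 0.18 for voltage-gated ion channels, and from 0 h to 24 h by 0.066 for oxidative phosphorylation, 0.33 for olfactory receptors, 0.098 for ribosome biogenesis and 0.059 for translation initiation. These directions held under quantile normalization, spike-in scaling and the 75th percentile over probes detected on all arrays. The calls of oxidative phosphorylation were lost under quantile normalization at 4 h and 24 h (adjusted p = 0.546 and 0.122), and those of oxidative phosphorylation and translation initiation at 24 h under spike-in scaling (adjusted p = 0.737 for each). The set interactions were tested neither with an estimated correlation nor on regrouped arrays. The single-probe count was 136 interaction probes. When the arrays were regrouped within the time points, 2 of 100 splits gave as many interaction probes as the 129 among probes without missing values, so chance can be excluded by this count, although 1 other split reached 1006. For the gene set effects 4 of 100 splits gave as many. The other splits had a median of 9 and at most 20 against the 18 found, so chance can be excluded for the number of effects at the threshold of 1 in 20 and not by much, and not for each called effect. Each time point has a slide of its own, and the 4 h and 24 h slides differ from that of 0 h in more than the time. A difference between slides and one between time points cannot be told apart for these values, and a change of the effect with time stays open as a hypothesis.

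In a list of 30 immediate-early genes that the paper does not test as a group, the median difference between nsPEF and sham was 0.072 at 0 h (adjusted p = 1.0e-05 from limma's camera, 21 genes higher), 0.13 at 4 h (adjusted p = 8.8e-06, 25 genes higher) and -0.10 at 24 h (adjusted p = 0.00310, 21 genes lower). The same directions held under 3 other scalings, and fry called all of them (adjusted p = 0.0471, 2.1e-04 and 3.2e-04). On 2 of the 4 nsPEF arrays of 0 h and on all 4 of 4 h the median of the list lay above that of every sham array. In sham cells the list changed by -1.51 from 0 h to 4 h and by -2.05 from 0 h to 24 h relative to the other genes, which is in line with an effect of the handling before the pulses on the cells of 0 h, as the paper proposes. Handling alone, shared by both treatments, leaves the smaller difference between them open. The medians lay outside lists matched on mean signal (adjusted p = 7.5e-04, 7.5e-04 and 0.0330), and camera with an estimated correlation called 0 h and 4 h and not 24 h (adjusted p = 0.0189, 0.0149 and 0.0784). The place of the arrays on the slide differs between the treatments and may add to the difference. An effect of the pulses is a further hypothesis that was not tested against it.

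A list of 35 genes of the integrated stress response was higher in nsPEF at 4 h by 0.13 (27 genes higher) and at 24 h by 0.10 (29 genes higher, adjusted p = 5.1e-04). The hypothesis, written before the values were seen, was that damage to the membrane starts this response. Camera gave an adjusted p of 3.2e-06 at 4 h, and fry (8.0e-05) and camera with an estimated correlation (0.0119) called it as well. All 4 nsPEF arrays of 4 h had a median of the list above that of every sham array. At 24 h camera with an estimated correlation did not call it (adjusted p = 0.0546). Under spike-in scaling the list was also called as higher at 0 h (adjusted p = 0.0150). Only 1 of 35 splits of the 8 arrays of 4 h, the real one, gave as small a p, so chance can be excluded. With values centred by array row and signal the adjusted p was 1.3e-09, which argues against the place of the probes on the array. Lists matched on mean signal did not reach the value at 4 h or 24 h (adjusted p = 7.5e-04 for both), and it kept its direction and call under 3 other scalings. Also open is the place of the whole array on its slide, which is the same as the treatment. The values are thus consistent with a stress response to the pulses at 4 h, as a hypothesis.

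A list of 24 genes of cholesterol synthesis was lower in nsPEF at 24 h by a median of -0.16 (21 genes lower). It had been written down that a draw on cholesterol by membrane repair would raise this list. Camera gave an adjusted p of 8.0e-07 in the opposite direction, which argues against that hypothesis at 24 h, and fry (2.1e-06) and camera with an estimated correlation (0.0119) gave the same direction. On 1 of the 4 nsPEF arrays the median of the list lay below that of every sham array. With values centred by array row and signal the adjusted p was 8.7e-07, so the place of the probes on the array is not the whole cause, and the median lay outside lists matched on mean signal (adjusted p = 0.00120). But 2 of 35 splits of the 8 arrays of 24 h gave as small a p, so chance cannot be excluded for cholesterol synthesis. The list was not called at 4 h (0.044, adjusted p = 0.336), but it was called as higher under quantile normalization (adjusted p = 0.0250) and spike-in scaling (adjusted p = 0.00423), and under spike-in scaling also at 0 h (adjusted p = 0.0192, against 0.962). At 4 h it was also called as higher with values centred by array row and signal (0.075, adjusted p = 0.00309). Its 4 h median lay above lists matched on mean signal (adjusted p = 0.00450). Fry (adjusted p = 0.375), camera with an estimated correlation (0.606) and the 75th percentile over probes detected on all arrays (0.0868) did not call it at 4 h. The draw on cholesterol thus stays open for 0 h and 4 h. A lower expression 24 h after the pulses remains a hypothesis.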

How the results depend on the processing

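Of the tests behind this part, 3 alternatives were chosen only after the result was seen, namely fgsea without a filter, the middle rows of the array and the values centred by array row and signal. For each result the direction and the side of the threshold were set against the value given with the paper's sentences. Gene set and enrichment results kept both in 1802 comparisons with an alternative, were newly called in 52, were no longer called in 110 and turned in 16, leaving out arrays included. Counts and other values without a test of their own stayed within their spread, or counts within 1.5 times, in 423 comparisons and moved further in 127. Single probes that are named kept their call in 3260 comparisons, were newly called in 3 and were no longer called in 94. None was counted as turned, but signs of differences that were not called could change. The log2 difference of Zfp750 at 0 h ranged from -0.055 to 3.02 over the settings. For the changes listed here the cause was not tested, except that the middle rows, 1 value per gene symbol, a stricter filter and a fit of 8 arrays leave fewer probes or arrays by construction. The values in brackets are counts, ratios, percentages, odds ratios or median log2 differences relative to the other genes, as the name says.

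With quantile normalization, the values that moved were gene set effects (7), nsPEF against sham at 4 h (2226), nsPEF-raised probes (187), percent of calls at 0 h that are higher in nsPEF (26.9), percent of calls at 24 h that are higher in nsPEF (29.5), percent of calls at 4 h that are higher in nsPEF (16.5) and percent of treatment-dependent probes that are higher in nsPEF (15.7). Calls were lost for E2F targets at 0 h (0.0095), G2/M and mitotic spindle at 0 h (0.0056) and at 24 h (-0.045), ligand-gated ion channels at 4 h (-0.038), olfactory receptors at 24 h (0.025) and at 4 h (0.035), other G protein-coupled receptors at 0 h (-0.020) and at 24 h (0.0064) and at 4 h (6.5e-04), oxidative phosphorylation at 24 h (0.028) and voltage-gated ion channels at 24 h (0.067). Where a median in brackets has another sign than the given one under quantile normalization, as for E2F targets, G2/M and mitotic spindle and other G protein-coupled receptors at 0 h and ligand-gated ion channels at 4 h, camera's direction stayed, and so it did under the normexp background and without a filter for oxidative phosphorylation and translation initiation at 24 h. With spike-in scaling, the values that moved were gene set effects (11), interaction probes (1526), nsPEF against sham at 0 h (628), nsPEF against sham at 24 h (829), nsPEF against sham at 4 h (5396), percent of calls at 0 h that are higher in nsPEF (97), percent of calls at 4 h that are higher in nsPEF (98.7), percent of probes with a larger SD in nsPEF at 4 h (59.0) and percent of treatment-dependent probes that are higher in nsPEF (98.0). The calls of DNA repair at 4 h (-0.071), E2F targets at 4 h (-0.068), ligand-gated ion channels at 4 h (0.16), oxidative phosphorylation at 24 h (0.041), translation initiation at 24 h (0.034) and voltage-gated ion channels at 4 h (0.19) were lost. Calls were gained for DNA repair at 24 h (-0.043) and oxidative phosphorylation at 4 h (0.029). The direction turned for E2F targets at 0 h (-0.0090), G2/M and mitotic spindle at 0 h (-0.019), olfactory receptors at 0 h (-0.0033) and at 4 h (0.29), other G protein-coupled receptors at 0 h (0.034) and at 4 h (0.18), oxidative phosphorylation at 0 h (-0.034) and ribosome biogenesis at 0 h (-0.0012). In the sets that turned under spike-in scaling the median kept its sign relative to the other genes and camera's direction turned. With the 75th percentile over probes detected on all arrays, the values that moved were percent of calls at 0 h that are higher in nsPEF (73.2), percent of calls at 24 h that are higher in nsPEF (59.5), percent of calls at 4 h that are higher in nsPEF (69.9) and percent of treatment-dependent probes that are higher in nsPEF (71.8). No longer called were E2F targets at 0 h (-0.0090) and other G protein-coupled receptors at 0 h (0.034) and at 24 h (0.18). With the series matrix values, the values that moved were percent of calls at 24 h that are higher in nsPEF (35.3), percent of calls at 4 h that are higher in nsPEF (34.4) and percent of treatment-dependent probes that are higher in nsPEF (32.3). Calls were lost for oxidative phosphorylation at 24 h (0.020). Newly called were olfactory receptors at 0 h (0.0016), ribosome biogenesis at 0 h (-0.0081) and at 4 h (-0.028) and voltage-gated ion channels at 0 h (0.034).

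With the normexp background, the values that moved were interaction probes (6), nsPEF against sham at 0 h (9), nsPEF against sham at 24 h (626), nsPEF-raised probes (1), odds ratio of olfactory receptors among nsPEF-raised probes (0), percent of calls at 4 h that are higher in nsPEF (72.6), percent of probes with a larger SD in nsPEF at 4 h (32.1) and percent of treatment-dependent probes that are higher in nsPEF (60.4). The calls of other G protein-coupled receptors at 0 h (0.0054), oxidative phosphorylation at 24 h (-0.011) and translation initiation at 24 h (-0.011) were lost. Calls were gained for DNA repair at 24 h (-0.072), ligand-gated ion channels at 24 h (0.11), ribosome biogenesis at 4 h (-0.087) and translation initiation at 4 h (-0.078). The direction turned for oxidative phosphorylation at 4 h (-0.062). With a floor at the background, the values that moved were nsPEF-raised probes (79). No longer called were other G protein-coupled receptors at 24 h (0.077). With no filter, the values that moved were interaction probes (69), nsPEF against sham at 0 h (3051), nsPEF against sham at 24 h (8975), nsPEF against sham at 4 h (10339), nsPEF-raised probes (3641), ratio of time-dependent over treatment-dependent probes (1.96) and treatment-dependent probes (15967). Calls were lost for oxidative phosphorylation at 24 h (-0.042) and translation initiation at 24 h (-0.046). Newly called were DNA repair at 0 h (-0.031) and at 24 h (-0.13), E2F targets at 24 h (-0.10), ligand-gated ion channels at 0 h (0.18), olfactory receptors at 0 h (0.43), ribosome biogenesis at 0 h (-0.033) and at 4 h (-0.091) and translation initiation at 0 h (-0.035) and at 4 h (-0.083). With a filter of 4 of 4 arrays, the values that moved were nsPEF-raised probes (61) and odds ratio of olfactory receptors among nsPEF-raised probes (3.36). The calls of other G protein-coupled receptors at 24 h (0.16) were lost.

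With a plain two-way analysis of variance, the values that moved were interaction probes (225) and nsPEF against sham at 0 h (17). With array quality weights, the values that moved were interaction probes (2788), nsPEF against sham at 0 h (304), nsPEF against sham at 24 h (7477), ratio of time-dependent over treatment-dependent probes (5.46) and treatment-dependent probes (5724). Calls were gained for DNA repair at 24 h (-0.073) and translation initiation at 0 h (-0.015). With 1 value per gene symbol, the values that moved were nsPEF against sham at 0 h (12), nsPEF-raised probes (355), time-dependent probes (14006) and treatment-dependent probes (2201). With only the 8 arrays of the time point, the values that moved were nsPEF against sham at 0 h (0), nsPEF against sham at 24 h (30) and nsPEF against sham at 4 h (420). With the mean of the probes of a gene, no longer called were oxidative phosphorylation at 24 h (0.029).

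Under camera with an estimated correlation, the values that moved were gene set effects (0). Calls were lost for DNA repair at 4 h (-0.071), E2F targets at 0 h (-0.0090) and at 4 h (-0.068), G2/M and mitotic spindle at 0 h (-0.019) and at 24 h (-0.067) and at 4 h (-0.10), ligand-gated ion channels at 4 h (0.16), olfactory receptors at 24 h (0.24) and at 4 h (0.29), other G protein-coupled receptors at 0 h (0.034) and at 24 h (0.18) and at 4 h (0.18), oxidative phosphorylation at 0 h (-0.034) and at 24 h (0.041), ribosome biogenesis at 24 h (0.11), translation initiation over time in nsPEF (0.39) and over time in sham (0.44) and at 24 h (0.034) and voltage-gated ion channels at 24 h (0.19) and at 4 h (0.19). Under fry, the values that moved were gene set effects (10). The calls of E2F targets at 0 h (-0.0090), G2/M and mitotic spindle at 0 h (-0.019) and at 24 h (-0.067), other G protein-coupled receptors at 24 h (0.18), oxidative phosphorylation at 0 h (-0.034) and at 24 h (0.041) and translation initiation at 24 h (0.034) were lost. The direction turned for other G protein-coupled receptors at 0 h (0.034). Under fgsea on signal-to-noise ranks, no longer called, by the normalized enrichment score, were G2/M and mitotic spindle at 0 h (-1.18), oxidative phosphorylation at 0 h (-1.39) and at 24 h (1.21) and translation initiation at 24 h (0.671). Newly called, by the normalized enrichment score, were DNA repair at 24 h (-1.59), ligand-gated ion channels at 24 h (1.56) and olfactory receptors at 0 h (1.20). Under fgsea on signal-to-noise ranks with no filter, calls were gained, by the normalized enrichment score, for DNA repair at 0 h (-1.82) and at 24 h (-2.17), ligand-gated ion channels at 0 h (1.58) and at 24 h (1.64), olfactory receptors at 0 h (1.93), ribosome biogenesis at 0 h (-1.50) and at 4 h (-1.81) and voltage-gated ion channels at 0 h (1.41). The direction turned, by the normalized enrichment score, for oxidative phosphorylation at 24 h (-1.65) and at 4 h (-2.16) and translation initiation at 24 h (-0.908). With lists matched on mean signal, the values that moved were gene set effects (8). Calls were lost for E2F targets at 0 h (-0.0038), G2/M and mitotic spindle at 0 h (-0.015), ligand-gated ion channels at 4 h (0.029), olfactory receptors at 24 h (0.038) and at 4 h (0.065), other G protein-coupled receptors at 0 h (0.026) and at 24 h (0.071) and at 4 h (0.048), oxidative phosphorylation at 24 h (0.0021) and translation initiation at 24 h (0.024). With a background matched on mean signal, the values that moved were odds ratio of olfactory receptors among nsPEF-raised probes (0.923). With Reactome sets, the values that moved were gene set effects (10). The calls of E2F targets at 0 h (-0.0077) and at 4 h (-0.019), G2/M and mitotic spindle at 24 h (-0.045), ligand-gated ion channels at 4 h (0.071), other G protein-coupled receptors at 0 h (0.0050) and at 24 h (0.11), oxidative phosphorylation at 24 h (0.038), translation initiation over time in sham (0.0082) and voltage-gated ion channels at 24 h (0.16) were lost. The direction turned for translation initiation at 4 h (0.19).

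With only the middle rows of the array, the values that moved were interaction probes (34), nsPEF against sham at 0 h (16), nsPEF against sham at 24 h (763), nsPEF-raised probes (191), time-dependent probes (15485) and treatment-dependent probes (1777). No longer called were oxidative phosphorylation at 24 h (0.044) and voltage-gated ion channels at 24 h (0.14). Newly called were translation initiation at 0 h (-0.027) and voltage-gated ion channels at 0 h (0.029). With values centred by array row and signal, the values that moved were gene set effects (11), nsPEF against sham at 4 h (608), nsPEF-raised probes (165), ratio of time-dependent over treatment-dependent probes (23.9) and treatment-dependent probes (1274). Calls were lost for E2F targets at 0 h (-0.0046), G2/M and mitotic spindle at 0 h (-0.0097), ligand-gated ion channels at 4 h (0.11), other G protein-coupled receptors at 0 h (0.014) and at 24 h (0.076) and at 4 h (0.065), oxidative phosphorylation at 24 h (0.036) and voltage-gated ion channels at 24 h (0.17). Calls were gained for oxidative phosphorylation at 4 h (0.032).

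Without single arrays or replicate numbers, the ranges of the results that changed were 27 to 1092 for interaction probes, 6 to 109 for nsPEF against sham at 0 h, 163 to 4321 for nsPEF against sham at 24 h, 124 to 1454 for nsPEF against sham at 4 h, 98 to 805 for nsPEF-raised probes, 52.5 to 73.4 for percent of probes with a larger SD in nsPEF at 24 h, 46.3 to 57.9 for percent of probes with a larger SD in nsPEF at 4 h, 7.22 to 91.2 for ratio of time-dependent over treatment-dependent probes and 310 to 4188 for treatment-dependent probes. In these fits each group keeps at least 3 arrays. Gene set effects that changed their call ranged from -0.013 to 0.013 for DNA repair at 0 h, -0.071 to -0.028 for DNA repair at 24 h, -0.021 to -0.0028 for E2F targets at 0 h, -0.041 to -0.0049 for G2/M and mitotic spindle at 0 h, -0.0098 to 0.12 for ligand-gated ion channels at 0 h, -0.059 to 0.082 for olfactory receptors at 0 h, 0.0018 to 0.052 for other G protein-coupled receptors at 0 h, 0.13 to 0.25 for other G protein-coupled receptors at 24 h, 0.027 to 0.056 for oxidative phosphorylation at 24 h, -0.023 to 0.0022 for translation initiation at 0 h, 0.026 to 0.061 for translation initiation at 24 h and -0.024 to 0.066 for voltage-gated ion channels at 0 h. Time-dependent probes stayed within 1.5 times of their count in each of these fits, as did all 10 time effects on gene sets, which were called each time.

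The 24 arrays stood on the side of their time point at the first branch of the tree in every alternative that was run, and leaving out a replicate number left 18 of 18. Leaving out saturated spots changed nothing, since 0 spots were saturated. Of 16 alternatives with a value for the time-dependent probes, none gave fewer of them than treatment-dependent probes, and the lowest ratio was 1.96. Arrays of different groups with the same replicate number were correlated between -0.054 and 0.093 once group means were removed (60 pairs). Within a time point the median was 0.043 for the 12 pairs with the same number and -0.0095 for the 36 pairs with other numbers. Such weak correlations cannot decide whether sham and nsPEF samples were paired by design. The paper states that the tests of a biological replicate, apart from adhesion, shared a cell suspension. With a replicate block there were 131 interaction probes and 18 gene set effects, close to the values without it. Array weights ranged from 0.342 to 2.47. Signal over background limits the probes at the floor, where the fold is not measured and where most nsPEF-raised probes lie. The floor was -5.27 on the log2 scale relative to the 75th percentile.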

Differences from the paper's values

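In this part 1 alternative, fgsea without a filter, and both alternatives on the place of the spots were chosen only after the values were seen. The paper's values read from figures are approximate.

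For the interaction of treatment and time the paper's Venn diagram shows about 590 probes in Fig. 7a, read by eye, and 136 interaction probes were found here. None of the alternatives set before the data were examined came within 1.5 times of it, with counts between 6 under normexp background and 2788 with array quality weights. The paper gives 492 overexpressed genes in its text, and 748 nsPEF-raised probes were found here, of which 367 have a symbol and stand for 366 genes. The paper's number is that of a cluster in its heat map, and the one found here comes from a threshold of the log2 difference. Within 1.5 times of the paper's number, among the alternatives set before the data were examined that left out no array, were the 75th percentile over probes detected on all arrays (732), the plain two-way analysis of variance (682), 1 value per gene symbol (355) and the replicate block (718). Not within it were quantile normalization (187), spike-in scaling (953), normexp background (1), a floor at the background (79), no filter (3641), a filter of 4 of 4 arrays (61), saturated spots left out (748), marked spots kept (741), the series matrix values (795), array quality weights (885) and a lower threshold of the difference (993). The middle rows of the array gave 191 and values centred by array row and signal 165, both chosen after seeing the values. With a replicate number left out of all groups, the count without replicate 4 (350) was within 1.5 times of the paper's number. Those without replicates 1 to 3 (279, 98 and 238) were not.

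The normalized enrichment score of oxidative phosphorylation is about -2.5 at 0 h, about -2.3 at 4 h and about -1.7 at 24 h in Fig. 8a of the paper, read by eye, and fgsea gave -1.39, -1.16 and 1.21 here. For DNA repair at 0 h the paper has about -2.0 in Fig. 8b, read by eye, against -1.29, and for E2F targets at 24 h about -2.0 in Fig. 8c, read by eye, against -0.660. These scores come from fgsea after the filter, itself an alternative to camera, and no other alternative set before the data were examined computes them. Fgsea on all probes with a symbol and no filter, chosen after seeing the values, gave -2.13, -2.16 and -1.65 for oxidative phosphorylation and -1.82 for DNA repair at 0 h, which have the paper's sign and are within 1.5 times of its values, and -1.29 for E2F targets at 24 h, which is not. Under the same setting other scores moved away from the paper's values. DNA repair moved from -2.14 to -2.83 at 4 h and from -1.59 to -2.17 at 24 h, where the paper has about -2.2 and about -1.3 in Fig. 8b, read by eye, and E2F targets moved from -1.81 to -2.66 at 4 h, where it has about -2.1 in Fig. 8c, read by eye.

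For Fos the paper's Table S2, of which the first 1229 of the 19653 genes were at hand, gives a fold change of -53.8 from 0 h to 24 h in sham, and -70.8 was found here. Among the alternatives set before the data were examined, marked spots kept (-54.7) and the series matrix values (-55.1) came within the spread of the paper's value, and the others did not.

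The paper states that oxidative phosphorylation was lower in nsPEF cells at 4 h. Here the set's median was 0.029 with camera's direction upward (adjusted p = 0.362), and it was called as lower under normexp background (-0.062, adjusted p = 0.00370) and by fgsea without a filter (-2.16), chosen after seeing the values. Under spike-in scaling (adjusted p = 4.7e-05) it was called as higher, as it was with values centred by array row and signal (0.0429), chosen after seeing the values. The paper states that DNA repair was lower at 0 h, and here it was not called (adjusted p = 0.200). It was called with no filter (adjusted p = 5.7e-04), without replicate 3 (0.0423) and by fgsea without a filter, chosen after seeing the values (-1.82). The paper names Cntn4 and Piezo2 among the upregulated genes, and neither was called here at any time point in any setting, with arrays left out or not (adjusted p at 4 h 0.293, between 0.0766 and 0.859, for Cntn4, and 0.963, between 0.159 and 0.985, for Piezo2). The paper reports no effect on Fos, Jun and Egr1 at 4 h and 24 h, and of these Fos was called at 24 h, with a log2 difference of -0.49 (adjusted p = 0.0171, between 0.00161 and 0.199 over the settings, not all of which call it). Egr1 at 4 h was called under spike-in scaling alone. The paper saw no apparent reaction of immediate-early response genes to nsPEF, and of such genes a list of 30 genes was higher in nsPEF by 0.072 at 0 h (adjusted p = 1.0e-05).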

Other observations

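Of the tests in this part, those chosen only after the result was seen were the place of the nsPEF-raised probes on the array, uneven amplification, the substitute value of the scanner software, the position of the array on its slide, the splits for the nsPEF-raised probes, the effects inside matched lists and the effects lost once values were centred by array row and signal, which is itself a correction chosen at that stage.

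The nsPEF-raised probes lay in a part of the array. With 446 of 748 raised probes in the first 48 of 384 rows of spots (59.6%, against 13.8% of the tested probes) and 22 of the 23 lowered probes in the last 48, the call follows the place of the spot. Raised probes also lay side by side in 357 pairs, against a median of 44 in random lists of tested probes (32 to 57 in the middle 95%; permutation p = 1e-04, the smallest that the lists can give). Dim probes behaved alike whether called or not, since on all 12 nsPEF arrays a larger share of them was well above background in the first 48 rows than in the last (8.31% to 16.5% against 0% to 1.45%), and on all 12 sham arrays the order was the opposite (0.857% to 9.32% against 7.31% to 14.9%). With values at a floor at the background 79 probes were raised, of which 73 were among the 748, in line with dim probes near the background making up most of the list. In 1 of 61 genes with a raised probe and another tested probe a second probe was raised too, which is consistent with readings of single probes for many of them. The other 73 probes of these genes had a median of 0.13 with 71.2% above 0, against -0.023 and 40.7% for genes without a raised probe, so a small rise of the transcripts themselves is not excluded. A local gradient in the detrended signal may thus be behind many of the raised probes. It runs in opposite directions in the first and the second row of arrays of a slide. Uneven amplification of rare transcripts in single samples would place raised probes anywhere, and the 446 in the first 48 rows, against 206 in lists matched on mean signal, argue against it as the whole cause. Tested probes not well above background on any array of 4 h had a median difference of 0.55 at 4 h, against 1.90 for the raised probes. The 240 raised probes among them had a median of 0.96. Raised probes were chosen for a large difference, so this comparison cannot exclude the substitute value that the software gives to spots below background. Replicate spots could not be used, since 0 raised probes have any. In the regrouped arrays 1 of 100 splits, the real one, gave as many raised probes, so chance can be excluded.

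Control spots without a target were brighter relative to the 75th percentile on the nsPEF arrays, by 0.96 at 4 h, and sham and nsPEF arrays lie in different places on every slide. An effect of the position of the array on the slide and one of the pulses cannot be told apart for nsPEF against sham at 0, 4 and 24 h, because no sham array lies in the second place and no nsPEF array in the first. For the single-probe counts chance can be excluded at 0 h and 4 h (1 of 35 splits in each, the real one) and not at 24 h (2 of 35 splits, the other one with 4794 probes). It can be excluded for the treatment-dependent probes (1 of 100) and the time-dependent probes (1 of 100). For the time effects on gene sets it cannot be excluded from the number of called sets, since 32 of 100 splits gave as many as 10 and the median split gave 8.

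Gene set effects may follow the signal of their probes. Of the 18 called gene set effects, 9 lay inside the middle 95% of lists matched on mean signal, in line with a shift between nsPEF and sham arrays that depends on signal, and 9 lay outside, which argues against such a shift as their whole cause. Olfactory receptors among the nsPEF-raised probes are in the first kind, since matched lists held a median of 26 of them against 24 found. Centring by array row and signal left 10 of the 18 effects with their direction and call, namely oxidative phosphorylation at 0 h, DNA repair, E2F targets, G2/M and mitotic spindle, olfactory receptors and voltage-gated ion channels at 4 h, and G2/M and mitotic spindle, olfactory receptors, ribosome biogenesis and translation initiation at 24 h, so the place of the probes is not the whole cause of these. The other 8 were lost, which is consistent with a part of the place of the probes in E2F targets, G2/M and mitotic spindle and other G protein-coupled receptors at 0 h, other G protein-coupled receptors and ligand-gated ion channels at 4 h, and oxidative phosphorylation, other G protein-coupled receptors and voltage-gated ion channels at 24 h.

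It had been written down that DNA breaks would raise p53 targets. The list of 36 genes had an adjusted p of 0.996 at 4 h, with 18 genes higher and 18 lower and a median of 0.016, while camera's direction was downward, so nothing was decided by this test, and under quantile normalization and spike-in scaling the direction was upward (adjusted p = 0.751 and 0.237). Heating during the pulses was to raise heat shock genes, and for the 22 genes the adjusted p at 0 h was 0.425 with a median of 0.029, while under quantile normalization they were called as higher (0.053, adjusted p = 0.0463), so these values alone do not decide about heating. The paper measured the temperature of the samples during the pulses and excluded heating as a stressor. At 24 h p53 targets were at -0.060 (adjusted p = 0.785) and heat shock genes at 0.066 (adjusted p = 0.425). In lists of this size a small change could have been missed.

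The paper discusses the protein of Cav1 with the swelling of the cells. Its probes, in rows 54 and 72 of the spots, differed between nsPEF and sham by -0.11 and -0.043 at 0 h, 0.063 and 0.016 at 4 h, and 0.0075 and -0.10 at 24 h (adjusted p = 0.678, 0.886, 0.629, 0.888, 0.961 and 0.246 from limma). Between 0 h and 4 h in sham they rose by 0.77 and 0.76, and from 0 h to 24 h the changes were -0.53 and -0.33. The median SD between replicates was 0.13, 0.15 and 0.12 in sham and 0.15, 0.16 and 0.16 in nsPEF at 0, 4 and 24 h, and the SD was larger in nsPEF for 57.4%, 49.7% and 66.1% of the tested probes.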
